# Distinct Stress Response and Altered Striatal Transcriptome in Alpha-Synuclein Overexpressing Mice

**DOI:** 10.3389/fnins.2018.01033

**Published:** 2019-01-10

**Authors:** Zinah Wassouf, Thomas Hentrich, Nicolas Casadei, Mirko Jaumann, Marlies Knipper, Olaf Riess, Julia M. Schulze-Hentrich

**Keywords:** alpha-synuclein, chronic unpredictable mild stress, Parkinson’s disease, transcriptome, psychiatric-related behavior

## Abstract

Parkinson’s disease (PD) is a progressive neurodegenerative disorder with motor symptoms and a plethora of non-motor and neuropsychiatric features that accompany the disease from prodromal to advanced stages. While several genetic defects have been identified in familial forms of PD, the predominance of cases are sporadic and result from a complex interplay of genetic and non-genetic factors. Clinical evidence, moreover, indicates a role of environmental stress in PD, supported by analogies between stress-induced pathological consequences and neuronal deterioration observed in PD. From this perspective, we set out to investigate the effects of chronic stress exposure in the context of PD by using a genetic mouse model that overexpresses human wildtype *SNCA*. Mimicking chronic stress was achieved by adapting a chronic unpredictable mild stress protocol (CUMS) comprising eight different stressors that were applied randomly over a period of eight weeks starting at an age of four months. A distinctive stress response with an impact on anxiety-related behavior was observed upon *SNCA* overexpression and CUMS exposure. *SNCA*-overexpressing mice showed prolonged elevation of cortisol metabolites during CUMS exposure, altered anxiety-related traits, and declined motor skills surfacing with advanced age. To relate our phenotypic observations to molecular events, we profiled the striatal and hippocampal transcriptome and used a 2 × 2 factorial design opposing genotype and environment to determine differentially expressed genes. Disturbed striatal gene expression and minor hippocampal gene expression changes were observed in *SNCA*-overexpressing mice at six months of age. Irrespective of the CUMS-exposure, genes attributed to the terms neuroinflammation, Parkinson’s signaling, and plasticity of synapses were altered in the striatum of *SNCA*-overexpressing mice.

## Introduction

Parkinson’s disease (PD) is a slowly progressive neurodegenerative movement disorder with age being its strongest risk factor (de Lau and Breteler, 2006; Emamzadeh and Surguchov, 2018). Besides *SNCA* and *LRRK2*, both responsible for autosomal dominant forms of PD (Lesage and Brice, 2009; Cookson, 2010), several causative mutations were identified together with susceptibility loci associated with disease risk (Nalls et al., 2014). In the *SNCA* gene, point mutations as well as duplication and triplication of that locus cause highly penetrant early onset PD with varying pathology and clinical features among patients (Polymeropoulos et al., 1997; Krüger et al., 1998; Singleton et al., 2003; Zarranz et al., 2004; Proukakis et al., 2013). Further, genetic variants in *SNCA* are associated with increased susceptibility for idiopathic PD (Satake et al., 2009; Simon-Sanchez et al., 2009). Yet, the heritable monogenic forms of PD are rare and account for less than 10% of all cases (Lesage and Brice, 2009) leaving the majority of cases without known etiology.

Following the first observation that exposure to 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) can trigger a parkinsonian phenotype (Ballard et al., 1985), numerous epidemiological studies were initiated to explore the contribution of environmental factors to the disease pathogenesis, and point towards a complex interplay between genetic and environmental factors (Ascherio and Schwarzschild, 2016). Exposure to environmental toxicants such as pesticides, solvents, and metals as well as traumatic brain injury are associated with higher risk for PD, while protective factors include tobacco, coffee, and physical activity (Ascherio and Schwarzschild, 2016). In addition, commonalities between stress-triggered pathological consequences and the neuronal atrophy observed in PD and other neurodegenerative diseases, suggest stress as an environmental risk factor associated with onset and progression of neurodegeneration (Smith et al., 2002). The initial observations of neuronal damage and synaptic dysfunction after stress exposure (Uno et al., 1989; Mizoguchi et al., 2000; Dias-Ferreira et al., 2009) are supported by clinical studies indicating a role for stress (early and chronic) and elevated glucocorticoids in age-related disorders like Alzheimer’s disease (AD), PD, and dementia (Borenstein et al., 2006; Simard et al., 2009; Rothman and Mattson, 2010; Zou et al., 2013). In accordance with these findings, experimental studies with toxin-induced models show that stress accelerates neurodegeneration and aggravates motor symptoms (Pienaar et al., 2008; Smith et al., 2008; Lauretti et al., 2016). Besides stress effects on motor symptoms of PD, evidence also points to an altered stress response and consequences for non-motor and neuropsychiatric symptoms partially characterizing the prodromal disease phase (Savica et al., 2010; Goldman and Postuma, 2014). Such effects are believed to elicit from modulation of the dopaminergic system including the limbic circuitry upon stress exposure.

Most experimental studies investigating the effect of stress in PD, including the above mentioned, used toxin-induced models, in which dopamine depletion, mitochondrial dysfunction, or ROS production resulting in neurodegeneration are rapidly and irreversibly induced. Here, we use a pre-symptomatic genetic PD mouse model, overexpressing human *SNCA* (Yamakado et al., 2012), with motor deficits that develop slowly with increasing age, to reveal effects of chronic unpredictable mild stress on motor and non-motor features. We provide evidence on altered stress response and anxiety-associated behavior in *SNCA*-overexpressing mice preceding the occurrence of motor deficits. Combining these data with striatal transcriptome profiling pointed at accompanied disturbances in genes and pathways associated with *SNCA* pathology.

## Materials and Methods

### Animals, Study Design, and the Chronic Unpredictable Mild Stress (CUMS) Protocol

The transgenic mouse model was generated using a *Bacterial Artificial Chromosome* (BAC) construct comprising a fused PAC AF163864 and BAC AC097478 which contains the entire human *SNCA* gene locus with 28 kb 5′- and 50 kb 3′-flanking regions (Yamakado et al., 2012). Animals were bred on a C57BL/6N background as described previously (Nuber et al., 2013). Using PCR, genotyping was done with DNA isolated from ear biopsies before weaning. Homozygosity was confirmed with quantitative real-time PCR performed on a *LightCycler 480* (Roche). Only homozygous mice were used for this study.

At the age of 14 weeks, wildtype (WT) and *SNCA*-overexpressing (TG) female mice were randomly assigned to either the standard (SE) or the CUMS (ST) conditions, which resulted in four experimental groups, WT_SE_, WT_ST_, TG_SE_, and TG_ST_, that at the age of six months underwent either behavioral tests or transcriptome profiling.

An additional group of male WT and TG mice was housed in a standard environment and used for motor behavioral characterizations at 13 and 20 months of age.

The CUMS paradigm was adapted from previously described protocols (Li et al., 2015). The chronic stress lasted for eight weeks and included eight different stressors, which were applied randomly. These stressors comprised the following: restraint stress, cage tilt, rat confrontation, food restriction, water restriction, extended light exposure (36 h), and reversed light/dark cycle (Figure 1B). In SE, groups of three to four mice were housed in standard cages (365 × 207 × 140 mm, *Type II long*) with normal light/dark cycle (12 h light /12 h dark) and free access to food and water.

**FIGURE 1:**
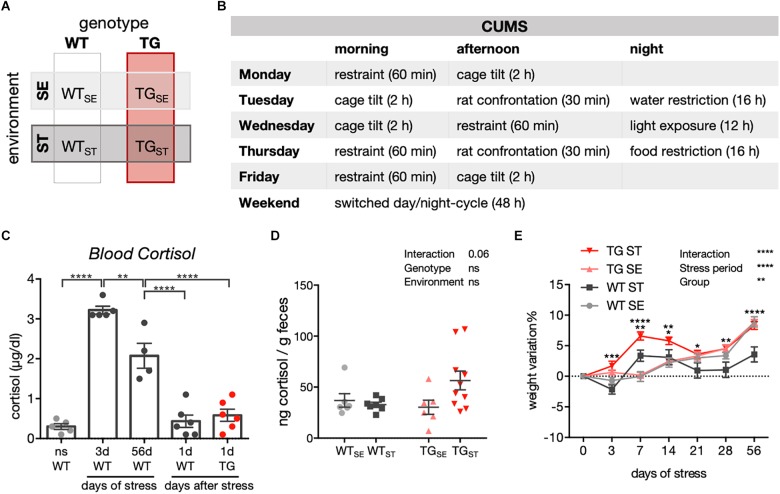
CUMS-induced effects on cortisol levels and body weight. **(A)** Schematic diagram showing experimental design and groups of WT and TG mice allocated to either standard (SE) or stress-inducing (ST) environments. **(B)** Chronic unpredictable mild stress protocol for one week, repeated over eight weeks. **(C)** Blood cortisol measurement in WT and TG mice exposed to CUMS. ns, not stressed; 3d: 3 days of CUMS; 56d: 56 days of CUMS; 1d: WT and TG one day after CUMS. One-way ANOVA was performed followed by Tukey’s correction for multiple comparisons (*n* = 4–6). Data presented as individual points with mean ± SEM. **(D)** Cortisol measurement in feces of WT and TG mice in SE and during the CUMS protocol (ST). Data presented for individual mice together with mean ± SEM for each group (*n* = 6–10). **(E)** Weight variation in WT and TG mice during CUMS (*n* = 23–25). Repeated measures two-way ANOVA was performed followed by Tukey’s correction for multiple comparisons. Data presented as mean ± SEM. ^∗∗∗^WT_ST_ vs. TG_ST_ (at 3 days). ^∗∗^WT_SE_ vs. WT_ST_ and WT_ST_ vs. TG_ST_, ^∗∗∗∗^TG_SE_ vs. TG_ST_ (at 7 days). ^∗^WT_ST_ vs. TG_ST_, ^∗∗^TG_SE_ vs. TG_ST_ (at 14 days). ^∗^WT_ST_ vs. TG_ST_ (at 21 days). ^∗∗^WT_ST_ vs. TG_ST_ (at 28 days). ^∗∗∗∗^WT_SE_ vs. WT_ST_ and WT_ST_ vs. TG_ST_ (at 56 days).

### Ethics Statement

All procedures strictly adhered to international standards for the care and use of laboratory animals and were approved by the local Animal Welfare and Ethics committee of the Country Commission Tübingen, Germany (TVA HG 4/12).

### Blood Cortisol Measurement

For blood cortisol measurements, mice were sacrificed by cervical dislocation followed by decapitation within minutes from disturbing the home cage. Trunk blood was collected, incubated at room temperature for 2 h then centrifuged at 1,000 × *g* for 10 min before serum was collected and stored frozen until measurement.

Blood cortisol level in mice after three and 56 days of stress was measured after applying movement restraint stress. Mice were then sacrificed by cervical dislocation and decapitation and serum was collected as mentioned above. Mice from all groups were sacrificed between 11:30 am and 12:30 pm. Cortisol measurements were performed by IDEXX BioResearch, Ludwigsburg, Germany.

### Measurement of Fecal Cortisol Metabolites

Fecal pellets were collected from mice between two stress sessions during CUMS. To extract steroids from feces, *DetectX*^TM^ *Steroid Solid Extraction* kit was used following the manufacturer’s protocol. In short, 0.2 g of fecal solid and 2 ml ethanol were mixed vigorously for at least 30 min. Samples were centrifuged at 5,000 rpm for 15 min, then 1.5 ml of supernatant was transferred to a clean tube and evaporated to dryness in a SpeedVac centrifuge. Extracted samples were reconstituted with ethanol and buffer to a final ethanol concentration of 5%.

Cortisol was measured using the *DetectX*^TM^ *Cortisol Enzyme Immunoassay* kit following the manufacturer’s protocol. In short, 50 μl of samples were added into wells of an assay plate. 25 μl of DetectX^TM^ Cortisol Conjugate was added followed by 25 μl of the DetectX^TM^ Cortisol Antibody. The plate was sealed and gently shaken for 1 h at RT. Each well was aspirated and washed four times with 300 μl wash buffer. 100 μl of TMB substrate was added and incubated 30 min at RT without shaking. Optical density was measured using BMG FLUOstar OPTIMA Microplate Reader. The results were analyzed using the MyAssay (MyAssays Ltd.) software.

### Animal Behavior

Behavioral experiments were performed with the experimental groups; WT_SE_, WT_ST_, TG_SE_, and TG_ST_ at six months of age. In addition, groups of male WT and TG mice were used for motor behavioral experiments at 13 and 20 months of age. As some animals died, sample size varied between the 13- and 20-month time points. Mice were allowed to acclimate to the experimental room 30 min before testing and all experiments were performed during the dark phase by an experimenter blind to the mice’s genotype and group. Mice’s weight was monitored before and throughout the CUMS period.

#### Light/Dark Box

Anxiety-related behavior in mice was tested with a light/dark box apparatus consists of a dark (one-third) and an illuminated (light) compartment (two-third) with an opening of 10 × 10 cm between both. Mice were placed into the illuminated compartment (∼420 lux) facing the opening to the dark compartment and allowed to freely explore both areas for a total of 10 min. Mice movement was videotaped and tracked using TSE VideoMot 2 equipment (TSE systems). Time spent and distance traversed in light were analyzed and plotted for each animal.

#### Elevated Plus Maze

Mice exploratory behavior on an elevated plus maze was assessed at six months of age. The setup comprised two open and two closed arms elevated 50 cm above ground and illuminated with soft white light (∼100 lux). Mice were placed in the intersection of the four arms facing an open arm opposite to the experimenter and allowed to freely explore the maze for a total of 10 min. Mice movement was videotaped and tracked using TSE VideoMot 2 (TSE systems). Visits, time spent, and distance traversed on open arms were assessed and presented for each animal.

#### LabMaster

An automated home cage system equipped with infrared light beams (*LabMaster*, TSE systems) was used to detect animals’ locomotion. The total activity and movement in center and periphery were recorded, together with drinking and feeding behavior, in 1-min sample interval over a total period of 22 h of recording. WT_SE_, WT_ST_, TG_SE_, and TG_ST_ mice groups were tested before and after CUMS exposure, in addition to WT and TG mice at 13 and 20 months of age. The recording started 5 min before the onset of the dark phase. Animals’ weight was monitored before and after the test period.

#### CatWalk

In order to assess motor performance, a detailed gait analysis using a *CatWalk* system (*CatWalk XT 10.0*; Noldus) was performed for mice from WT_SE_, WT_ST_, TG_SE_, and TG_ST_ groups, in addition to 13- and 20-month-old WT and TG mice. Mice were allowed to cross a walkway composed of an illuminated glass plate and a high-speed camera positioned underneath. When paws touch the glass plate, light gets scattered and captured by the camera. Patterns linked to paws, stride, and gait were derived and analyzed. Only animals with at least one straight track without any interruption were included in the analysis.

#### Challenging Beam Walking

Animals were assessed with respect to their sensorimotor function on a challenging beam composed of four bars (25 cm each) of different width (3.5–0.5 cm). Starting at the wider bar, mice were trained to traverse across the bars of smaller width toward a home cage placed at the end of the beam. After 2 days of training (three trials per day for each animal), a mesh grid was placed on top of the beam and the mice’s movements were video recorded over five trials for each animal. Paw slips were counted for each trial.

### Tissue Preparation for RNA Isolation

Mice for RNA isolation were randomly chosen from each group and sacrificed with cervical dislocation followed by head decapitation within 2 min from disturbing the home cage. Brains were removed and immediately dissected on ice, then snap frozen in liquid nitrogen.

### RNA Sequencing

The polyadenylated fraction of RNA isolated from striatal and hippocampal tissue (*n* = 3–4 animals in each of the four experimental groups) was used for single-end RNA-seq. Total RNA and DNA were simultaneously extracted using the *AllPrep DNA/RNA Mini Kit* (Qiagen). Quality was assessed with an *Agilent 2100 Bioanalyzer*. Samples with high RNA integrity number (RIN > 8) were selected for library construction. Using the *TruSeq RNA Sample Prep Kit* (Illumina) and 500 ng of total RNA for each sequencing library, poly(A) selected single-end sequencing libraries were generated according to the manufacturer’s instructions. All libraries were sequenced on an Illumina HiSeq 2500 platform at a depth of 10–20 million reads each. Library preparation and sequencing procedures were performed by the same individual and a design aimed to minimize technical batch effects was chosen.

### Bioinformatics

#### Quality Control, Alignment, and Expression Analysis

Read quality of RNA-seq data in fastq files was assessed using FastQC (v0.11.4) (Andrews, 2010) to identify sequencing cycles with low average quality, adaptor contamination, or repetitive sequences from PCR amplification. Reads were aligned using STAR (v2.4.2a) (Dobin et al., 2013) allowing gapped alignments to account for splicing against a custom-built genome composed of the Ensembl Mus musculus genome v82 and the human *SNCA* transgene. Alignment quality was analyzed using samtools (v1.1) (Li et al., 2009) and visually inspected in the Integrative Genome Viewer (v2.3.67) (Thorvaldsdottir et al., 2013). Normalized read counts for all genes were obtained using DESeq2 (v1.8.2) (Love et al., 2014). 

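Every mouse gene in the table deposited by the authors has at least 1 read in some library. A mean of at least 50 counts over the 13 striatal libraries kept 13955 genes, and this filter was used for the values given here unless another is named. A minimum of 50 counts in every library kept 12545 genes, a total of at least 50 counts over all libraries kept 19633, and edgeR's filterByExpr kept 18277.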

Transcripts covered with less than 50 reads were excluded from the analysis leaving 12,287 genes for determining differential expression in each of the pair-wise comparisons between experimental groups.

The 2 × 2 factorial design of the experiment was captured in a general linearized model in DESeq2 modeling expression (t) as a function of genotype (g), the environment (e), and their interaction (g × e). Surrogate variable analysis (sva, v3.22.0) was used to minimize unwanted variation between samples (Leek et al., 2012). Given that differences in transcript abundances in brain tissue are often small in magnitude and *in vivo* RNA-seq data are deemed to be more variable (Maze et al., 2014), we set | log_2_ fold-change|≥ 0.3 and adjusted *p*-value ≤ 0.15 to determine differentially expressed genes, as computationally predicted candidates down to the lower end of these thresholds could be confirmed in qPCR assays.

Gene-level abundances were derived from DESeq2 as normalized read counts and used for calculating the log_2_-transformed expression changes underlying the expression heatmaps with ratios computed relative to the mean expression in WT_SE_. The sizeFactor-normalized counts provided by DESeq2 also went into calculating nRPKMs (normalized Reads Per Kilobase per Million total reads) as a measure of relative gene expression as motivated before (Srinivasan et al., 2016). The sizeFactors further served in scaling estimated abundances derived from Salmon (v0.7.2) (Patro et al., 2016) when determining the transcript-level composition for individual genes.

#### Gene Annotation and Functional Analyses

All Gene ID conversions were done using biomaRt Bioconductor package (v2.32.1) querying v87 of the Ensembl database.

Canonical pathways between sets of DEGs as well as predicted relationships between DEGs and disease aspects/biofunctions were derived from Ingenuity Pathway Analysis (IPA, v01-12, Qiagen).

### Reverse Transcription-Quantitative PCR (RT-qPCR)

RT-qPCR was performed to validate RNA-seq results for *Slc6a11*, *Slc5a7*, and *Aldh1a1* genes. 100 ng of total RNA was used for the reverse transcription reaction (*QuantiTect Reverse Transcription* kit, Qiagen) following the manufacturer’s instructions. The resulting cDNA was diluted (1:20) and 2 μl were used for the qPCR assay, mixed with primers (0.5 μM) and *SYBR green* master mix (Qiagen). Relative expression was calculated based on Pfaffl model (Pfaffl, 2001) after normalization to relative expression of the reference gene *Pgk1*, which was previously assessed for its stable expression using *BestKeeper* (Pfaffl et al., 2004), *Normfinder* (Andersen et al., 2004), and *Genorm* (Vandesompele et al., 2002). Data were calculated using Excel-based equations and further validated using *qBase* (Hellemans et al., 2007).

### Statistical Analysis

Statistical comparisons were done in GraphPad Prism (v6.0). Two-way ANOVA was used to test for genotype, environment or age, and their interaction. For weight variation during CUMS, repeated measures two-way ANOVA was performed with time (stress period) as a within-group factor and group (genotype and environment) as a between-group factor. The α-level was set to 0.05. Data presented as individual points together with mean ± SEM for each group. Ns, not significant, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

Some behavioral data were excluded from analysis due to technical problems in data acquisition or based on predefined criteria (as explained below). The excluded values were spread equally among groups.

In light/dark box: one animal was excluded from the analysis due to tracking software errors. Elevated plus maze: one outlier was identified based on ROUT method (Motulsky and Brown, 2006) and removed from WT_SE_ group. LabMaster: one animal was excluded from water intake measurements due to water leaking during test, one animal was excluded from post-stress activity measurements due to tail injury, one animal was excluded from pre-stress activity measurements due to errors in data recording, and one outlier was identified by ROUT method and removed from pre- and post-stress analyses. In CatWalk assay: only animals with at least one straight track without any interruption were included in the analysis. Challenging beam walking: one animal from TG_20m_ group refused to cross the beam during test. Data presented for individual mice and number of animals analyzed are indicated for each test in the figure legends. Results from two-way ANOVAs for the comparisons WT_SE_ vs. WT_ST_, WT_SE_ vs. TG_SE_, WT_ST_ vs. TG_ST_ and TG_SE_ vs. TG_ST_ are presented.

## Results

### Chronic Mild Stress Exposure Elevated Cortisol Levels and Altered Weight Development in Wildtype and *SNCA*-Overexpressing Mice

To better understand effects of chronic stress on behavioral phenotypes and molecular disturbances in the context of PD, a transgenic mouse model overexpressing full-length human *SNCA* (TG) (Yamakado et al., 2012) together with wildtype controls (WT) were exposed to a chronic unpredictable mild stress (CUMS) protocol. Starting at 14 weeks of age, CUMS was applied over eight weeks, and compared to WT and TG mice that remained undisturbed in standard environment. Consequently, two genotypes (WT, TG) and two environmental conditions (SE, ST) were evaluated throughout the study (Supplementary Figure 1 and Figures 1A,B). CUMS resulted in elevated blood cortisol levels after 3 and 56 days of stress when measured directly after applying movement restraint stress. WT as well as TG mice showed cortisol levels similar to unstressed mice one day after eight weeks of stress exposure (Figure 1C), indicating an acute but no chronic rise in blood cortisol levels after CUMS (*n* = 4–6). In order to assess the acute response to stress from both WT and TG mice in the same behavioral cohort and to avoid the rapid stimulation of the endocrine system due to blood sampling and mice fixation, we measured fecal cortisol metabolites in samples collected in between two stress sessions during the CUMS course (*n* = 6–10). Here, a clear tendency for a prolonged increase of fecal cortisol metabolites was observed in feces from TG_ST_ compared to WT_ST_ and TG_SE_ groups (Figure 1D) pointing towards a difference between both genotypes in their immediate response to stress. In addition, whereas body weight developed similarly in WT and TG in standard environment (Figure 1E), CUMS led to differential weight development in WT_ST_ and TG_ST_ starting at 3 days of stress exposure and throughout the stress period (*n* = 23–25). This difference was not based on altered food or water intake as indicated in LabMaster system measurements (Supplementary Figure 2).

### *SNCA* Overexpression Influenced Anxiety-Like Behavior

To assess anxiety-related phenotypes in TG compared to WT mice and test the genotype-dependent influence of CUMS, behavior in a light/dark box and elevated plus maze was studied. In the light/dark box, mice were exposed to a novel environment with brightly illuminated and dark “safe” areas, in which innate aversion and novel spontaneous exploratory mice behavior were observed and recorded (*n* = 8–10). Tracking distance crossed and time spent in the lit compartment, an increase in anxiety-like behavior was evident for TG mice irrespective of the environmental condition (Figure 2A). Comparing the experimental groups with two-way ANOVA showed a significant genotype effect, but no significant environment effect or interaction of both.

**FIGURE 2:**
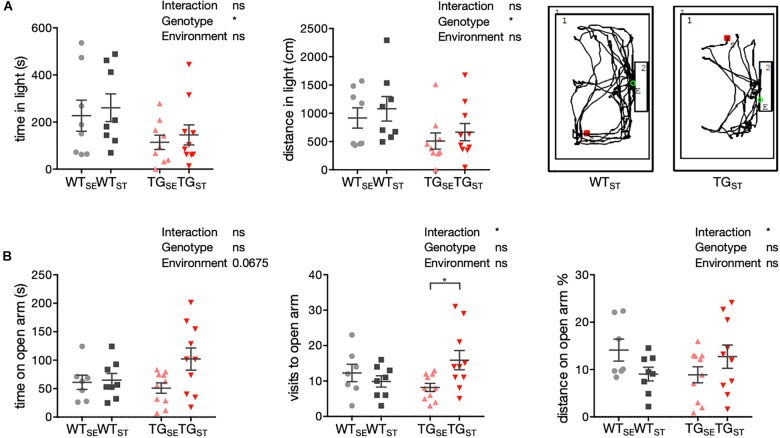
Anxiety-related phenotypes with genotype-specific CUMS effects. **(A)** To assess anxiety-related behavior in WT and TG mice (*n* = 8–10) a light/dark box test was used. Time in seconds (s) and distance (cm) in light are plotted for individual mice together with mean ± SEM for each group. Right panel: Representative tracks for WT_ST_ and TG_ST_ in the lit box. **(B)** Anxiety-related behavior in the EPM test. Time (s), visits, and distance (% from total distance on the maze) on open arms are shown for individual WT and TG mice (*n* = 7–10) with mean ± SEM for each group. Two-way ANOVA followed by Tukey’s correction for multiple comparisons was performed.

In the elevated plus maze, mice were confronted with a novel environment consisting of two elevated open and two closed arms. This set-up generates fear of height and open areas opposing the mice’s spontaneous exploratory behavior, used to evaluate the mice’s proclivity toward closed arms versus their explorative time spent on open arms (*n* = 7–10). In contrast to WT mice, TG mice exposed to CUMS spent more time and traveled greater distances on the open arms, reflected in a significant interaction of environment and genotype (Figure 2B).

### CUMS Led to Hypolocomotion in Both Wildtype and *SNCA*-Overexpressing Mice

In order to explore the baseline locomotor behavior, we used a homecage-like environment that minimizes the influence of unfamiliar surroundings and requires minimal animal handling prior to the test. Measurements for activity as well as drinking and feeding behavior were carried out with an automated homecage system (LabMaster, TSE) in WT and TG mice before and after CUMS exposure. During the dark phase of the observation period, CUMS-exposed WT and TG mice showed less traveling distance and movement in the center of the cage compared to animals housed in standard environment (*n* = 7–10) (Figure 3A). Hence, the effect on locomotor activity was specific to CUMS exposure and similar in both genotypes, supported by the fact that the circadian activity measurements prior to CUMS showed similar rhythms in all four groups (pre-stress *n* = 11–12, post-stress *n* = 7–10) (Figure 3B).

**FIGURE 3:**
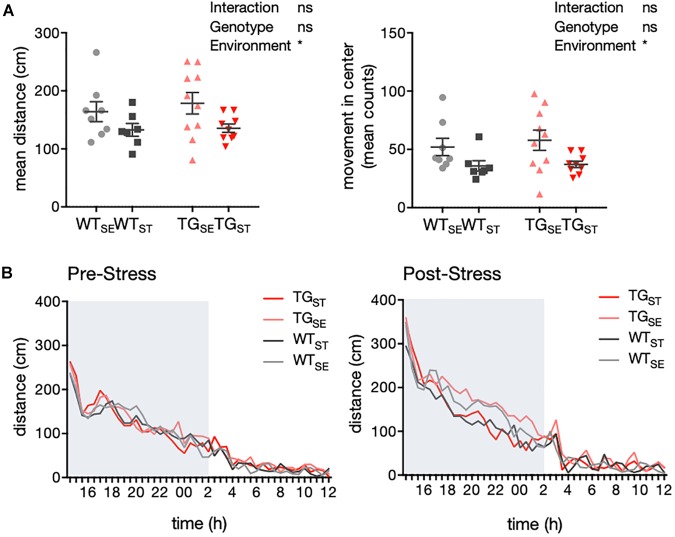
CUMS induced hypolocomotion in both WT and TG mice. **(A)** Activity of mice recorded in an automated homecage system (LabMaster) (*n* = 7–10). Mean distance crossed (cm) and movement in center during the dark phase are plotted for individual mice together with mean ± SEM for each group. **(B)** Circadian activity before and after CUMS. Plotted is mean distance crossed (cm) every 30 min over 22 h total recording time (pre-stress *n* = 11–12, post-stress *n* = 7–10). Shading indicates the dark phase.

### Impaired Motor Performance Surfaced With Advanced Age in *SNCA*-Overexpressing Mice

To further extend our behavioral characterization to aspects of motor performance, we performed a detailed gait analysis using a CatWalk system (CatWalk XT 10.0; Noldus). Parameters capturing speed, steps to cross the walkway, fore- and hind paws stride length showed no significant differences between the experimental groups at an age of six months (Figure 4A). Accordingly, these results indicate that the observed increase in anxiety-like behavior in TG mice (Figure 2A), occurred without obvious motor impairment or changes in gait.

**FIGURE 4:**
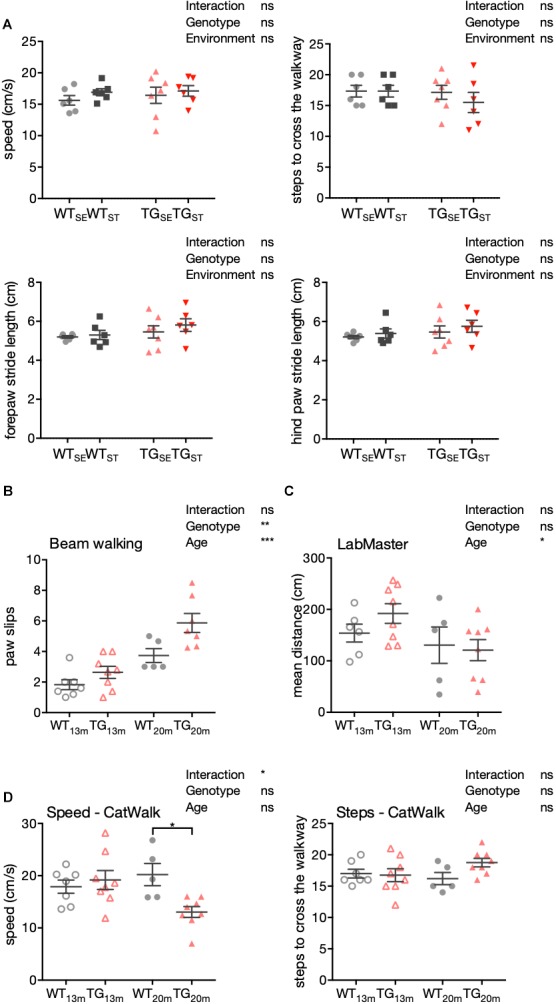
Impaired motor performance in 20-month-old TG mice. **(A)** Detailed gait analysis using the CatWalk system. Speed in cm/s, number of steps to cross the walkway, forepaws and hind paws stride length are plotted as individual data points with mean ± SEM for each group. **(B)** Mean number of paw slips in a challenging beam walking test is shown with 13- and 20-month-old WT and TG mice. Plotted are data points for individual mice with mean ± SEM for each group. **(C)** Mean distance crossed (cm) in LabMaster is shown with 13- and 20-month-old WT and TG mice. **(D)** Speed (cm/s) and steps in CatWalk system are shown with 13- and 20-month-old WT and TG mice. Plotted are data points for individual mice with mean ± SEM for each group. Two-way ANOVA with Bonferroni’s correction for multiple comparisons was performed (*n* = 5–8).

In keeping with these results, signs for declined motor abilities were first observed in 13- and 20-month-old male *SNCA*-overexpressing mice with respect to their sensorimotor functions, general locomotion, and gait. Compared to WT, TG mice showed an increased number of paw slips in the challenging beam walk test with an additional significant main effect in age (Figure 4B). While in LabMaster, the mean distance was affected by age similarly in both genotypes (Figure 4C), CatWalk experiments showed slower movement and tendency to more steps in TG mice with increasing age (*n* = 5–8) (Figure 4D).

### *SNCA* Overexpression Disturbed the Striatal Transcriptome Largely Irrespective of CUMS-Exposure

To relate the observed behavioral changes upon CUMS-exposure in the context of *SNCA* overexpression to alterations on a molecular level, we profiled the striatal and hippocampal transcriptome of 6-month-old mice from the four experimental groups using RNA-seq. 

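RNA was taken from the striatum, the input nucleus of the basal ganglia, of mice at 6 months of age, and poly(A)-selected RNA was sequenced as single-end reads. The data are 3 libraries of WT mice in standard environment (WT_SE), 3 of WT mice after CUMS (WT_ST), 4 of TG mice in standard environment (TG_SE) and 3 of TG mice after CUMS (TG_ST). TG mice carry the whole human SNCA locus, the gene of alpha-synuclein, and CUMS is a course of 8 weeks of changing mild stressors such as restraint, cage tilt and food restriction. Hippocampal libraries were not analysed here.
The authors aligned the reads with STAR 2.4.2a to the mouse genome joined to the human SNCA transgene and deposited raw read counts per mouse Ensembl gene. The counting tool, its use of strand and the read length are not given in the sources used here. The table has no gene-level entry for the human transgene that was analysed here. Total counts per library lay between 12362579 and 17880541 in WT_SE (median 15655541), between 13877061 and 19575577 in WT_ST (median 15643823), between 12210332 and 16713270 in TG_SE (median 16078674) and between 13747243 and 15411644 in TG_ST (median 14764859). Mitochondrial genes took 8.71 to 10.9% of the counts.
From these counts, library sizes were scaled by TMM, and edgeR's quasi-likelihood test was fitted to the means of the 4 groups over all 13 libraries. A gene was called differentially expressed at the thresholds stated in the paper, an absolute log2 fold change of at least 0.3 and a Benjamini-Hochberg adjusted p of at most 0.15. The study also removed surrogate variables, whose number its text does not name, and svaseq estimated 2 of them in these counts, which enter only as an alternative. Libraries differed in how counts depended on transcript length. The slope of a library's log2 deviation from the gene means per doubling of transcript length was 0.0235 to 0.0794 in WT_SE, and in TG_SE it was 0.141 in replicate 1, -0.0907 in replicate 2, -0.103 in replicate 3 and 0.0316 in replicate 4. TG_SE replicate 1 also lay apart on the first principal component, which holds 43.5% of the variance, at 72.8 against -12.0 to -2.94 in the other libraries. The first surrogate variable was 0.956 in this library and -0.157 to -0.0473 in the others. The second was lowest in TG_ST replicate 3 (-0.578), TG_SE replicate 3 (-0.402) and TG_SE replicate 2 (-0.307), the libraries with the lowest length slopes.

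**Figure D1:**
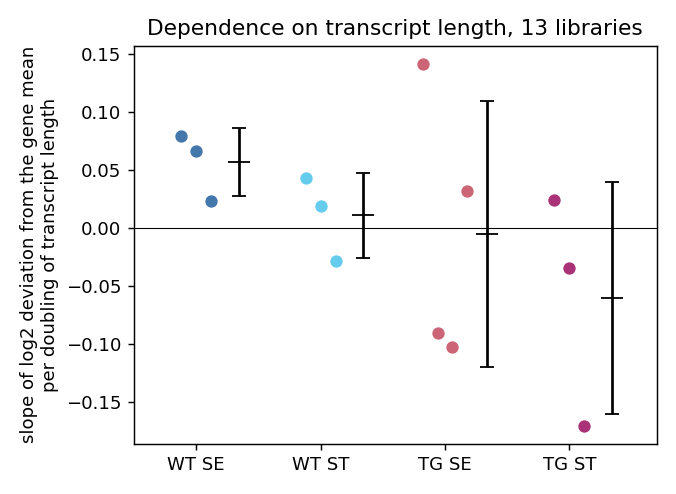
Slope of each library's log2 deviation from the gene means per doubling of transcript length (y axis) in the 4 groups (x axis). Points are libraries, and bars beside them give the mean and SD of the group; the slopes in TG_SE run from -0.103 to 0.141.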

Differentially expressed genes were determined in a 2 × 2 factorial design with gene expression (t) modeled as a function of genotype (G), environment (E), and their interaction (G × E). 

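The interaction of genotype and environment passed the thresholds for 0 of 13955 genes in edgeR's quasi-likelihood test. An unadjusted p under 0.05 was found for 289 genes, where about 698 are expected if genes were independent. DESeq2, DESeq2 with surrogate variables and limma-voom also called 0 genes. The smallest p belonged to Kcnh5, a voltage-gated potassium channel, with an interaction of 0.94 on the log2 scale (standard error 0.27). It was followed by 1700047I17Rik2 (-0.74, standard error 0.21), by Id3, an inhibitor of basic helix-loop-helix transcription factors (-0.60, standard error 0.18), by Carmil2, which binds actin-capping protein (-0.51, standard error 0.15), and by Gm14409 (0.76, standard error 0.24). Each of them had an adjusted p of 0.999 in edgeR.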

Comparing *SNCA*-overexpressing mice to their wildtype controls, 31 and 22 genes were differentially expressed (DEGs) in the striatum under standard environment and following stress exposure respectively, (Figure 5A) with six common DEGs in both comparisons (Figure 5B). Among them was the transgene itself, for which we explored the changes in striatal *SNCA* transcripts by aligning against a custom-built genome composed of the *Mus musculus* genome and the human *SNCA* transgene. This approach revealed similar endogenous transcript levels in all groups and an addition of human *SNCA* splice variants in TG mice that caused ∼5-fold overexpression in both environmental conditions (Figure 5C).

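Under standard environment, 707 genes rose and 1043 fell in TG (n = 4) against WT mice (n = 3), out of 13955 tested, and the median size of these changes was 0.41 on the log2 scale. Snca, the mouse gene of alpha-synuclein, had the smallest p, with a log2 fold change of 0.93 (standard error 0.14). Among the 25 genes with the smallest p, Ryr3, a calcium release channel, fell by 0.73, Kcnd3, a potassium channel, fell by 0.64, Pkd2, a calcium-permeable channel, fell by 0.57, and Scn1b, a sodium channel subunit, rose by 0.42. Also lower were the nuclear long noncoding RNA Malat1 (-0.78), the kinase of nonsense-mediated decay Smg1 (-0.72), the splicing factor Luc7l2 (-0.50), the DNA repair kinase Prkdc (-0.49) and the polycomb protein Pcgf5 (-0.81). Higher genes included the G protein subunit Gnb2 (0.38), the Mediator subunit Med16 (0.32), the histone Hist1h2ba (0.64) and H2-DMa, which loads peptides on MHC class II (0.53). Each of these genes had an adjusted p of 0.0906 from edgeR's quasi-likelihood test.
After CUMS, Snca alone passed the thresholds (log2 fold change 1.17, standard error 0.15, adjusted p = 0.0284 from edgeR). In this comparison 903 genes had an unadjusted p under 0.05, where about 698 are expected if genes were independent. Other splits of the ST libraries into 3 and 3 gave 161 to 1902 such genes, so 903 is not beyond chance. Snca was thus the 1 gene called in both environments, where independent lists would share 0.0507 genes called higher. TG mice carry human SNCA, whose reads may be counted on this gene, so its sharing says nothing about other genes. The other genes named in Figure 5B are Ephb6, a kinase-dead ephrin receptor, Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, Ptprn, a protein of dense-core vesicles, Slc6a11, the GABA transporter GAT3, and Sparc, a matrix glycoprotein. In standard environment, Ephb6 rose by 0.33 (standard error 0.097) and Gpd1 by 0.39 (standard error 0.11), both with an adjusted p of 0.0938 in edgeR. Ptprn was at 0.20 (standard error 0.079, adjusted p = 0.150 in edgeR, below the fold threshold), Slc6a11 at -0.26 (standard error 0.19) and Sparc at 0.27 (standard error 0.25). After CUMS, Ephb6 was at 0.29 (standard error 0.10), Gpd1 at 0.24 (standard error 0.12), Ptprn at 0.24 (standard error 0.084), Slc6a11 at -0.49 (standard error 0.21) and Sparc at -0.19 (standard error 0.27), and none of the 5 passed.
Fold changes in standard environment ran with transcript length (Spearman rho -0.52 over genes) and GC content (0.44), and with each library's length and GC trend removed only Snca of the 1750 genes was called, while the called genes kept 0.561 of their median size (Hist1h2ba at 0.55, Malat1 at -0.49, Pkd2 at -0.42, Gnb2 at 0.13 and Prkdc at -0.06). TG_SE replicate 1, which stands apart from the other libraries, leaves 677 genes when it is dropped. With the 2 surrogate variables of svaseq, DESeq2 called 33 genes in standard environment, 14 after CUMS and 5 in both (Ephb6, Ptprn, Slc6a11, Snca and Sparc, the last at -0.48 in each), and edgeR called 5, 4 and 2. In edgeR, 0 genes passed in standard environment without WT_SE replicate 1, WT_SE replicate 2, TG_SE replicate 2 or TG_SE replicate 3 (2073, 2433, 2763 and 2359 genes at an unadjusted p under 0.05), and Snca did not pass after CUMS without any of WT_ST replicates 1, 2 and 3 or TG_ST replicates 2 and 3.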

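Snca (ENSMUSG00000025889) lies on the minus strand of mouse chromosome 6, from 60731575 to 60829855 in GRCm38, and encodes the presynaptic protein alpha-synuclein. Counts assigned to this mouse gene, normalized by DESeq2's size factors, were 5339 ± 1064 (SD, n = 4) in TG_SE against 2809 ± 269 (SD, n = 3) in WT_SE, a 1.90-fold difference. After CUMS they were 5735 ± 586 (SD, n = 3) in TG_ST against 2542 ± 170 (SD, n = 3) in WT_ST, a 2.26-fold difference. The lowest TG library had 4090 normalized counts, TG_SE replicate 1, and the highest WT library had 3119. A two-sided exact permutation test gave p = 0.0571 in standard environment and p = 0.1 after CUMS, which is the smallest p that 3 libraries against 3 allow. Human SNCA transcripts, and the isoform abundances that the authors estimated with Salmon, were not analysed here, so the values cover only reads counted on the mouse gene. Whether reads of human SNCA transcripts were counted on it is not known, and the folds are not a measure of endogenous Snca alone.

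**Figure D2:**
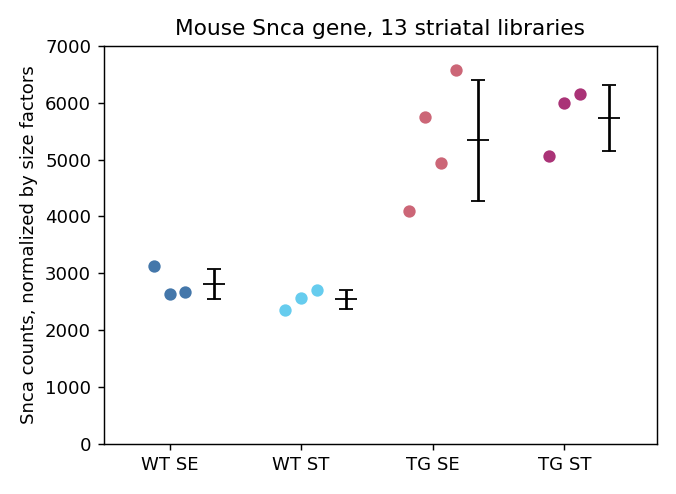
Counts of the mouse gene Snca normalized by size factors (y axis) in the 13 striatal libraries by group (x axis). Points are libraries, and bars beside them give the mean and SD of the group; all TG libraries lie at 4090 or above and all WT libraries at 3119 or below.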

**FIGURE 5:**
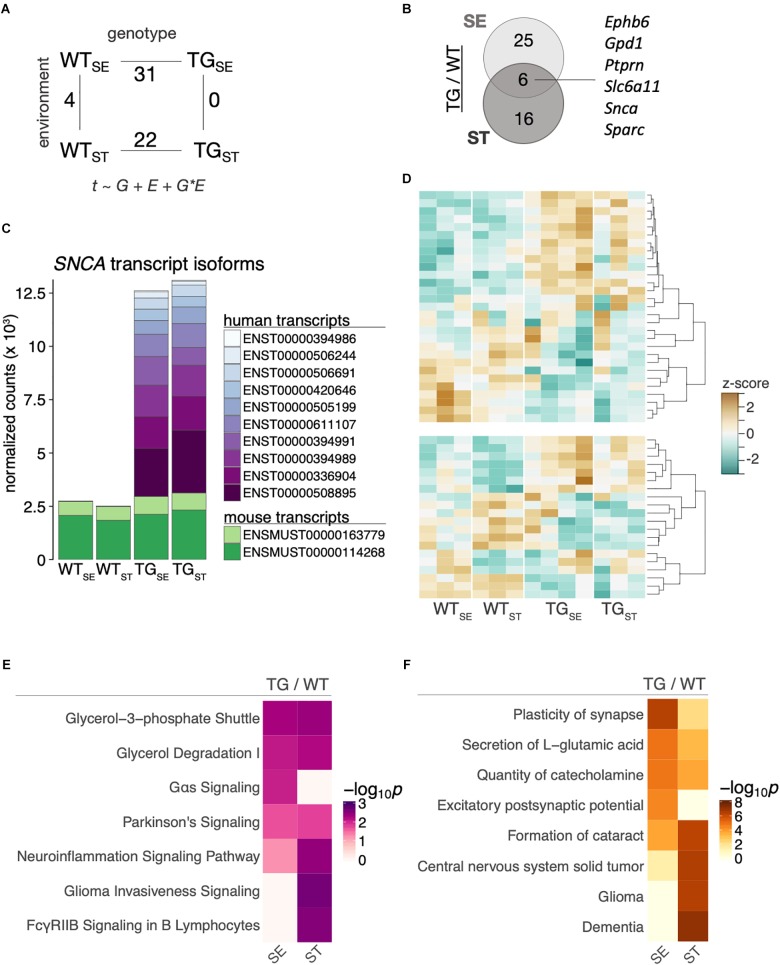
*SNCA* overexpression altered the striatal transcriptome in TG mice. **(A)** Number of differentially expressed genes for the main comparisons between the four experimental groups in a 2 × 2 factorial design. Gene expression (t) was modeled as a function of genotype (G), environment (E), and their interaction (G × E). **(B)** Venn diagram showing overlap of differentially expressed genes between TG and WT mice in the tested environmental conditions. **(C)** Composition and expression level of striatal murine and human *SNCA* splice variants. **(D)** Heatmap of hierarchically clustered *z*-scores across all experimental groups for differentially expressed genes that were identified in comparing TG_SE_/WT_SE_ (upper panel) and TG_ST_/WT_ST_ (lower panel). High expression is marked by the orange color spectrum, low expression by turquoise colors. **(E)** Canonical pathway analysis identified significantly enriched cellular pathways among DEGs derived in the tested environmental conditions. Significance values color-coded and hierarchically clustered representing likeliness of pathway participation. **(F)** Disease aspects and biological functions predicted to be affected based on DEGs derived in the tested environmental conditions. Significance values color-coded and hierarchically clustered representing likeliness of downstream effects on disease aspects.

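Genotype differences in standard environment (TG_SE against WT_SE) and after CUMS (TG_ST against WT_ST) come from separate libraries. In both environments, however, the library numbers of TG mice lie between those of WT mice. A shared sign therefore cannot tell an effect of genotype from one that follows these numbers. Of the 1750 genes called in standard environment, 1641 (93.8%) had the same sign after CUMS, against 73.8% of all 13955 genes tested and up to 90.5% of the called genes in the 9 other splits of the ST libraries into 3 and 3. Gulp1, an adaptor protein of phagocytosis, was at -1.17 (standard error 0.27) and -1.16 (standard error 0.29) on the log2 scale, and Malat1 at -0.78 (standard error 0.14) and -0.34 (standard error 0.15). Slc5a7, Ephb6 and Gpd1 also kept their sign, whereas Sparc and Aldh1a1, which did not pass in either environment, did not. Over all genes tested, Pearson's r was 0.556 and Spearman's rho 0.594, across genes that are not independent replicates.
Length and GC trends ran the same way in both comparisons (Spearman rho with length -0.52 and -0.54). With each library's length and GC trend removed, a step added after the data were seen, 77.3% of the called genes and 65.5% of all genes had the same sign. The correlation fell to 0.313 with a minimum of 50 counts in total, to 0.0560 with no filter and to 0.256 without TG_ST replicate 3.

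**Figure D3:**
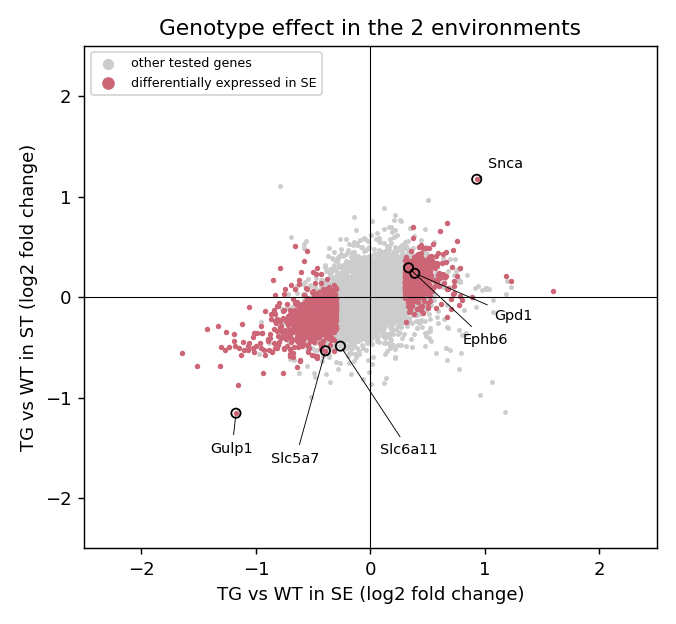
Log2 fold change of TG against WT mice in standard environment (x axis) and after CUMS (y axis) for the 13955 genes tested. Coloured points are the 1750 genes called in standard environment, of which 93.8% have the same sign on both axes, and 6 genes are named.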

While the relatively small overlap of only six genes in Figure 5B suggested a stress-dependent modulation of the *SNCA*-induced disturbances, most genes showed similar trends of expression changes across both environmental conditions (Figure 5D). In line, CUMS exposure led to no significant gene expression changes in TG animals and four DEGs in WT animals (Figure 5A and Supplementary Figure 3). 

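In WT mice, CUMS left 0 of 13955 genes past the thresholds in edgeR's quasi-likelihood test, with 497 genes at an unadjusted p under 0.05. In TG mice the count was also 0, with 258 genes at an unadjusted p under 0.05. About 698 would be expected by chance if genes were independent. DESeq2 called 0 genes in either genotype, DESeq2 with surrogate variables called 3 in WT and 0 in TG mice, and limma-voom called 70 in WT and 0 in TG mice. Genes with the smallest p in WT mice were Malat1 (-0.64, standard error 0.15), the ubiquitin ligase Trim39 (-0.35, standard error 0.084), the secreted Wnt antagonist Frzb (-1.07, standard error 0.27), Ric1 (-0.42, standard error 0.11) and the long noncoding RNA Meg3 (-0.66, standard error 0.17). In TG mice they were the synaptic adhesion protein Igsf21 (-0.35, standard error 0.074), the chromatin regulator Epop (-0.55, standard error 0.12), 2810029C07Rik (-0.74, standard error 0.20), Nckap5l (-0.29, standard error 0.077) and Gm4887 (0.69, standard error 0.19).
Of the gene lists fixed before the data were examined, 15 of 36 were called by camera in WT mice and 6 of 36 in TG mice, and 0 in either with an estimated correlation. In WT mice after CUMS, 22 of 22 oligodendrocyte and myelin genes were higher, with 0 called and 2 when adjusted over the list alone (median log2 fold change 0.24, adjusted p = 6.40e-12 from camera and 0.674 with an estimated correlation). Of 22 glucocorticoid-responsive genes, 19 were higher and 0 called, also when adjusted over the list alone (adjusted p = 1.03e-04 from camera, adjusted p = 0.674 with an estimated correlation), with the inhibitor of NF-kappa-B Nfkbia at 0.62. The WT groups overlapped in the mean log2 deviation of both lists. WT_ST replicate 2 was at -0.11 for the myelin list, below WT_SE replicate 2 (-0.03). For the glucocorticoid list it was at 0.01, below WT_SE replicate 3 (0.16). Of 12 markers of cortical excitatory neurons, 11 were lower, with 0 called and 7 when adjusted over the list alone (median -0.51, adjusted p = 1.29e-06 from camera and adjusted p = 0.626 with an estimated correlation). The mean log2 deviation of these markers was 0.51 and 0.36 in WT_SE replicates 1 and 2. It was -0.16 in WT_SE replicate 3, -0.36 to -0.30 in WT_ST, and 0.73 in TG_SE replicate 4. All 4 blood genes that could be measured were lower too, 4 of them when adjusted over the list alone.
In TG mice after CUMS, 24 of 27 immediate early genes, which neuronal activity induces, were lower, among them Npas4 (-1.14), with 0 called, also when adjusted over the list alone (adjusted p = 9.75e-07 from camera and adjusted p = 0.933 with an estimated correlation). The groups overlapped, with mean log2 deviations of the list from -0.51 to 1.01 in TG_SE (highest in replicate 4) and from -0.83 to 0.44 in TG_ST (lowest in replicate 1). Heat shock proteins and chaperones were higher in 24 of 25 cases (adjusted p = 9.71e-07 from camera) and glucocorticoid-responsive genes lower in 19 of 22 (adjusted p = 0.00312 from camera), each with an adjusted p of 0.933 with an estimated correlation and 0 called over the list alone. The groups overlapped here too. Among TG libraries, the heat shock list was lowest in TG_ST replicate 1 (-0.26) and the glucocorticoid list in TG_SE replicate 2 (-0.30).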

To further explore *SNCA*-induced disturbances, we used pathway-analysis tools to comparatively visualize enriched cellular pathways (Figure 5E) as well as disease aspects and biological functions (Figure 5F) for standard environment and CUMS-exposure. 

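Pathway lists fixed before the data were examined stand in here for the pathways named in Figure 5E. Of 32 measured Parkinson's disease genes, 4 rose and 2 fell in TG mice under standard environment (4 and 3 when adjusted over the list alone). Higher were Snca, the deubiquitinase Uchl1 (0.33, standard error 0.095), the mitochondrial kinase Pink1 (0.31, standard error 0.11) and the oxidative stress sensor Park7 (0.30, standard error 0.11). Lower were the lipid transfer protein Vps13c (-1.10, standard error 0.29) and the synaptic phosphatase Synj1 (-0.37, standard error 0.12). After CUMS, Snca alone was called. As a group these genes did not stand apart from other genes (camera, adjusted p = 0.912 in standard environment and 0.328 after CUMS).
Of 7 genes of the glycerol-3-phosphate shuttle and glycerol breakdown, Gpd1 rose by 0.39 and Gpam, which starts glycerolipid synthesis, fell by 0.76 (standard error 0.23) in standard environment, and 1 rose and 2 fell when adjusted over the list alone. After CUMS they were at 0.24 and -0.51, and 0 were called, also when adjusted over the list alone (camera, adjusted p = 0.577 and 0.518 for the group). Of 30 genes of Gs-coupled signalling, the adenosine receptor Adora2a rose by 0.31 and the adenylyl cyclase Adcy9 fell by 0.57 in standard environment, with 0 when adjusted over the list alone, and 0 were called after CUMS (camera, adjusted p = 0.460 and 0.543). Of 27 dopamine receptor and postsynaptic signalling genes, Rgs9, which ends G protein signalling in striatal neurons, and Ppp1r1b, which encodes DARPP-32, rose by 0.35 and 0.36 in standard environment (2 up and 2 down when adjusted over the list alone). With the length and GC trend removed, Ppp1r1b was at 0.10 and Adora2a at 0.099 in standard environment, and neither was called. After CUMS, 21 of the 27 were higher and 0 called, also when adjusted over the list alone (adjusted p = 0.276 and 0.0401 from camera, the second with adjusted p = 0.638 with an estimated correlation).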

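Of 27 measured genes of disease-associated glia and inflammation, 23 were higher in TG mice under standard environment. Cd68, a lysosomal protein of phagocytes, rose by 0.32 (standard error 0.12, adjusted p = 0.139 from edgeR), and the chemokine Cxcl12 fell by 0.48 (standard error 0.13, adjusted p = 0.0906 from edgeR). When adjusted over the list alone, 0 were higher and 1 was lower. The mean log2 deviation of the list was 0.61 in TG_SE replicate 1, the library that stands apart, against -0.39 to 0.09 in the other TG_SE libraries and -0.28 to 0.12 in WT_SE. After CUMS, 14 were higher and 13 lower, with 0 called and 0 when adjusted over the list alone. The group did not stand apart from other genes in either environment (camera, adjusted p = 0.276 and 0.702), and of 17 microglial markers 0 were called in either (camera, adjusted p = 0.543 in both).
Of 40 measured genes of synaptic plasticity, 2 rose and 5 fell under standard environment, the same numbers as when adjusted over the list alone. Higher were the calmodulin-binding postsynaptic protein neurogranin, Nrgn (0.52, standard error 0.13), and Ephb6. Lower were the scaffold proteins Homer2 (-0.63, standard error 0.16) and Shank2 (-0.37, standard error 0.14), the BDNF receptor Ntrk2 (-0.32, standard error 0.091), the presynaptic adhesion protein Nrxn1 (-0.34, standard error 0.11) and the kinase Prkca (-0.37, standard error 0.12). After CUMS 0 were called and 0 when adjusted over the list alone (camera, adjusted p = 0.389 in standard environment and 0.625 after CUMS). With the length and GC trend of each library removed, Snca was the only gene called in standard environment. Neither Cd68 and Cxcl12 nor the plasticity genes passed. Called genes as a whole kept 0.561 of their median size, but they were chosen for large changes in these same libraries. Whether the trend made the changes of Cd68, Cxcl12 and the plasticity genes therefore stays open.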

In line with Gene Ontology terms previously linked to *SNCA* overexpression (Borrageiro et al., 2018; Wassouf et al., 2018), terms like *Neuroinflammation Signaling Pathway* and *Plasticity of synapse* were among the enriched pathways and cellular functions.

To validate that most *SNCA*-induced disturbances were not affected by CUMS-exposure, gene expression changes were assessed for selected candidates using quantitative PCR. Agreeing with RNA-seq results, *Slc6a11* (Solute Carrier Family 6 Member 11)*, Slc5a7* (Solute Carrier Family 5 Member 7) *and Aldh1a1* (Aldehyde Dehydrogenase 1 Family Member A1) showed similar disturbances in TG mice in both tested environments (Figure 6).

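Slc6a11 encodes the GABA transporter GAT3 and lies on mouse chromosome 6 from 114131241 to 114249952 (plus strand, GRCm38). It had 113 ± 36.0 CPM (counts scaled to library size; SD, n = 4) in TG_SE against 136 ± 13.6 (SD, n = 3) in WT_SE, and 119 ± 13.3 (SD, n = 3) in TG_ST against 167 ± 24.8 (SD, n = 3) in WT_ST. Its log2 fold changes of -0.26 and -0.49 did not pass (adjusted p = 0.412 and 0.739 from edgeR), but averaged over environments it fell by 0.37 (standard error 0.14, adjusted p = 0.115 from edgeR), and edgeR called it in standard environment without TG_SE replicate 1. Slc5a7 encodes the choline transporter that supplies acetylcholine synthesis and lies on chromosome 17 from 54273590 to 54299034 (minus strand). It had 23.9 ± 2.42 CPM in TG_SE against 31.3 ± 3.12 in WT_SE, and 24.4 ± 2.90 in TG_ST against 35.4 ± 1.34 in WT_ST (SD, same n). Slc5a7 fell by 0.39 in standard environment (standard error 0.10, adjusted p = 0.0906 from edgeR), and after CUMS it was at -0.53 (standard error 0.11, adjusted p = 0.739 from edgeR). Aldh1a1, a retinaldehyde dehydrogenase of dopamine neurons, lies on chromosome 19 from 20492715 to 20643465 (plus strand). It had 50.9 ± 10.4 CPM in TG_SE against 47.2 ± 5.49 in WT_SE, a log2 fold change of 0.11 (standard error 0.14, adjusted p = 0.668 from edgeR), and 38.4 ± 1.62 in TG_ST against 50.3 ± 6.12 in WT_ST, a log2 fold change of -0.39 (standard error 0.15, adjusted p = 0.739 from edgeR).
With the 2 surrogate variables of svaseq, DESeq2 called Slc6a11 in both environments (-0.54 and -0.50) and Aldh1a1 after CUMS (-0.53), and DESeq2 without them called Slc5a7 after CUMS (-0.53, adjusted p = 0.0740). The call of Slc5a7 in standard environment did not hold with the length and GC trend removed (-0.18, adjusted p = 0.354 from edgeR).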

**FIGURE 6:**
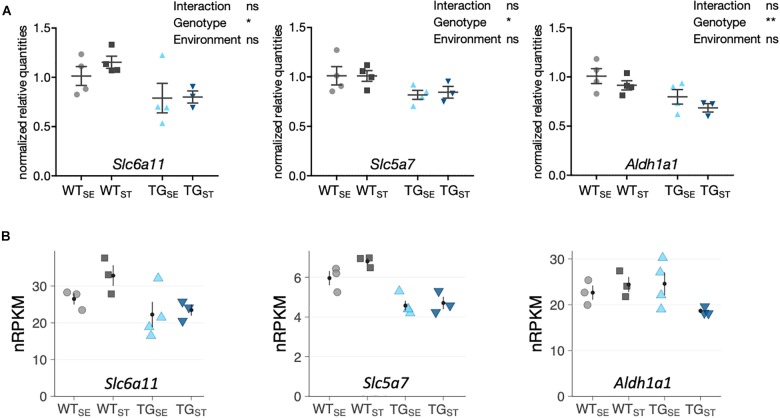
qPCR validation of selected genes altered by *SNCA* overexpression. **(A)** Reverse transcription-quantitative PCR results for selected genes shown as normalized quantities relative to WT_SE_ (*n* = 3– 4) and plotted as individual data points with mean ± SEM. Two-way ANOVA was performed. **(B)** RNA-seq results for the same genes. Shown are expression levels in normalized reads per kilobase per million (nRPKMs) as individual data points with mean ± SEM.

In the hippocampus, compared to previously described disturbances at 12 months of age (Wassouf et al., 2018) only few genes were differentially expressed in 6-month-old TG mice (Supplementary Figure 4). While not significant, expression of the glucocorticoid receptor (GR) showed a trend of downregulation after CUMS exposure and in TG mice (Supplementary Figure 4), indicating a modest effect of the CUMS paradigm on gene expression in the context of *SNCA* overexpression.

## Discussion

Taken together, using a genetic mouse model overexpressing human *SNCA* under its native promotor, we describe effects of chronic unpredictable mild stress on PD motor and non-motor features by combining phenotypic observations with molecular insights from striatal and hippocampal gene expression data sets. We observed specific stress responses upon *SNCA* overexpression with an impact on neuropsychiatric-related behavior, while motor abilities remained unchanged. These observations were accompanied by disturbed striatal gene expression in *SNCA*-overexpressing mice, with only minor changes on gene expression in the hippocampus at 6 months of age (Supplementary Figure 4).

Specifically, using a light/dark box test, *SNCA*-overexpressing mice showed increased anxiety-associated symptoms irrespective of the environmental condition, while the elevated plus maze gave discordant results and higher tendencies to explore the open arms for TG mice exposed to CUMS. These observations were associated with prolonged higher cortisol metabolites in feces from TG mice when samples in between two consecutive stressors in the CUMS protocol were taken. Owing to the fact that blood samples showed no chronic rise in cortisol levels in either WT or TG mice after one day following the CUMS protocol, we propose *SNCA*-overexpressing mice to have a prolonged response to acute stressors when compared to their WT counterparts. Of note, no baseline levels were measured prior to CUMS in these mice and only matched controls (WT littermates of same age, sex, and housing conditions) were used.

Anxiety-associated symptoms were assessed with the light/dark box and elevated plus maze tests, each of them using different conditions to evaluate mice aversions and spontaneous exploratory behavior. While the light/dark box utilizes mice aversion to a brightly lit area (Bourin and Hascoet, 2003), the elevated plus maze uses height and open areas to test mice exploration versus proclivity toward closed spaces (Walf and Frye, 2007). Given that the aversiveness of the test conditions is an important factor influencing the results, e.g., light condition, and due to the use of bright light (∼420 lux) in the light/dark box and softer light condition (∼100 lux) in the elevated plus maze, we suggest these factors to contribute to the observed discordance in both anxiety tests. Furthermore, the test condition in the light/dark box (e.g., the bright light) might pose a possible external stressor with an anxiogenic effect in both TG groups, presumably due to the protracted elevation of cortisol in TG mice following a stressful experience as suggested by the fecal cortisol metabolites measurement. Similarly, unexpected results after CUMS were reported before (Kompagne et al., 2008) and interpreted as a result of possible loss of interest in the environment and altered emotional processing. In addition, the observed anxiety-related behavior was accompanied by hypolocomotion in response to CUMS from both WT and TG, but no change in motor performance or gait was observed in TG mice. Consequently, declined motor skills are expected with increasing age in this model, as confirmed at an age of 13 and 20 months for a cohort of male mice.

In line with these results, a dysregulation of the hypothalamic–pituitary–adrenal (HPA) system and consequent sustained higher cortisol levels have been frequently described in patients with Alzheimer’s and Parkinson’s disease compared to healthy controls (Hartmann et al., 1997; Charlett et al., 1998). These clinical reports together with animal studies (Yau and Seckl, 1992; Mizobuchi et al., 1993) propose this dysregulation to elicit from a disturbed negative feedback response and reduced expression of hippocampal mineralocorticoid receptors (MR). However, hippocampal transcriptome data from the same cohort used in this study showed no significant change in MR or GRs. From this perspective, some non-motor features of PD can be seen as concomitants of the altered stress response, namely, anxiety and depression. With occurrence of almost 30%, anxiety and depression are relatively common features of the PD prodromal phase, where dopaminergic and non-dopaminergic neuronal circuitries are implicated (Goldman and Postuma, 2014; Bellou et al., 2016). Further, associated with anxiety, there are some PD characteristic traits such as lower novelty seeking and higher harm avoidance, both related to poor disease prognosis and suggested to result from damage to the mesolimbic dopaminergic projections involved in reward and motivation behavioral (Menza et al., 1993; Kaasinen et al., 2001; Costa and Caltagirone, 2015).

Considering reports on the aftermath of chronic stress on the brain describing several genetic and non-genetic interacting mechanisms (McEwen et al., 2015), we sought to link phenotypic observations to molecular events and biological pathways that are affected upon CUMS-exposure in the context of *SNCA* overexpression. 

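Averaged over both environments, 426 genes rose and 759 fell in TG (7 libraries) against WT mice (6 libraries), and the smallest adjusted p was 0.00136, for Snca (log2 fold change 1.05, standard error 0.10, edgeR). Timp3, a tissue inhibitor of metalloproteinases, fell by 0.54 (standard error 0.077), Slc5a7 by 0.46 (standard error 0.076), Gulp1 by 1.17 (standard error 0.20) and Abca1, a cholesterol exporter, by 0.54 (standard error 0.095), all with an adjusted p of 0.0495 from edgeR. Higher were the growth factor-binding protein Igfbp6 (0.48, standard error 0.089), Asic4 of the acid-sensing ion channel family (0.38, standard error 0.066), the G protein subunit Gnb2 (0.32, standard error 0.055) and the sodium channel subunit Scn1b (0.33, standard error 0.060), with the same adjusted p. Genotype also ran with library number, and these changes cannot be told from an effect that follows the numbers. Averaged over both genotypes, CUMS changed 0 genes in edgeR (451 at an unadjusted p under 0.05, 698 by chance if genes were independent), 2 in DESeq2, 8 in DESeq2 with surrogate variables and 1 in limma-voom. The largest shift by p was in Epop (-0.43, standard error 0.084).
The count of 1185 genotype genes became 79 in DESeq2 and 52 in edgeR with the 2 surrogate variables and 179 with the length and GC trend removed, where Timp3, Gulp1 and Slc5a7 were still called but not Abca1, Igfbp6, Asic4, Gnb2 or Scn1b (-0.27, 0.31, 0.25, 0.16 and 0.17). Without 1 library it ran from 241 (WT_ST replicate 1) to 2069 (TG_ST replicate 1), with 400 without TG_ST replicate 3, 538 without WT_SE replicate 1, 708 without TG_SE replicate 3 and 1988 without TG_SE replicate 4, and it was 1340 without TG_SE replicate 1.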

Profiling the striatal transcriptome we observed similar gene expression changes in TG mice for both environmental conditions, indicating a dominant effect of *SNCA* overexpression on striatal gene expression. In line with previous reports on disturbed gene expression in brains of PD patients and mouse models (Borrageiro et al., 2018; Wassouf et al., 2018), altered genes were linked to synaptic function and neurotransmission. 

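Of 29 genes of glutamate receptors and transport, 22 were lower in TG mice under standard environment and 5 fell, or 9 when adjusted over the list alone, where 1 rose. The 5 are the glial glutamate transporter Slc1a2 (-0.36, standard error 0.083), the AMPA receptor subunit Gria2 (-0.37, standard error 0.13), the kainate receptor subunits Grik1 (-0.55, standard error 0.22) and Grik2 (-0.32, standard error 0.12) and the glutaminase Gls (-0.31, standard error 0.11). Of 23 GABA genes, 20 were lower and 3 fell, also over the list alone, the receptor subunits Gabrb1 (-0.38, standard error 0.089), Gabrg1 (-0.36, standard error 0.11) and Gabrb2 (-1.03, standard error 0.32). Both groups stood apart from other genes in camera (adjusted p = 0.0137 and 0.0169), but not with an estimated correlation (adjusted p = 0.839 with an estimated correlation for each). After CUMS, 22 of 29 glutamate genes and 14 of 23 GABA genes were lower and 0 were called (camera, adjusted p = 0.0343 and 0.0266, and adjusted p = 0.638 with an estimated correlation for each), and over the list alone 0 glutamate genes were called and 1 GABA gene was higher. Both groups ran with transcript length, and with the length and GC trend removed camera gave adjusted p = 0.955 and 0.463 in standard environment. Slc1a2 was then at 0.04.
Of 45 synaptic vesicle and exocytosis genes, 1 rose and 5 fell in standard environment, the same numbers as when adjusted over the list alone. Chromogranin A, Chga, rose by 0.33 (standard error 0.11), and the active zone proteins Pclo (-0.55, standard error 0.14) and Unc13b (-0.63, standard error 0.16), the synapsin Syn3 (-0.66, standard error 0.23), the small GTPase Rab3c (-0.37, standard error 0.12) and the vesicle protein Sv2c (-0.32, standard error 0.12) fell. After CUMS 0 were called, also when adjusted over the list alone (camera, adjusted p = 0.305 and 0.625). Of 12 acetylcholine genes, Slc5a7 fell and the nicotinic receptor subunit Chrna4 rose by 0.44 (standard error 0.13) in standard environment, also over the list alone. After CUMS 7 of the 12 were lower with 0 called, or 2 lower when adjusted over the list alone (camera, adjusted p = 0.0188, and adjusted p = 0.638 with an estimated correlation). Markers of cholinergic interneurons were lower in 7 of 7 cases after CUMS (camera, adjusted p = 0.00201, and adjusted p = 0.638 with an estimated correlation; 1 lower over the list alone).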

Using qPCR, the *SNCA*-induced disturbances observed by RNA-seq were confirmed for selected genes such as *Slc6a11*, *Slc5a7*, and *Aldh1a1*. While *Slc6a11* and *Slc5a7* are membrane-bound transporters related to GABA and cholinergic signaling pathways, respectively, *Aldh1a1* is involved in alcohol metabolism and other environment-induced metabolic responses, with an implication in PD and AD pathophysiology (Wey et al., 2012; Grunblatt and Riederer, 2016).

Both RNA-seq and qPCR results suggest a modest impact of chronic stress on these *SNCA*-induced gene expression changes. 

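The interaction of genotype and CUMS was -0.23 on the log2 scale for Slc6a11 (standard error 0.29), -0.14 for Slc5a7 (standard error 0.15) and -0.49 for Aldh1a1 (standard error 0.21), each with an adjusted p of 0.999 from edgeR. In TG mice alone, CUMS gave 0.07 for Slc6a11 (standard error 0.20), 0.03 for Slc5a7 (standard error 0.11) and -0.41 for Aldh1a1 (standard error 0.14, adjusted p = 1.00 from edgeR), and in WT mice 0.30 (standard error 0.21), 0.17 (standard error 0.11) and 0.09 (standard error 0.15). An interaction of about the size of these standard errors could not be detected with 3 or 4 libraries per group. The qPCR measurements were not analysed here.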

Importantly, inducing a stress response in rodents is highly dependent on the protocol used. Variables such as diversity and predictability, duration, and degree of stressors applied are affecting the type of response observed (Anisman et al., 1998; Razzoli et al., 2011; Savignac et al., 2011). In addition, different strains exhibit variations in stress susceptibility/resistance responses in mice, especially with C57BL/6 being less vulnerable to stress than other strains (Anisman et al., 1998; Razzoli et al., 2011; Savignac et al., 2011). Altogether, these considerations, supported by the absence of chronic elevation of blood cortisol in our cohorts, may explain the limited impact of CUMS-exposure on the striatal and hippocampal transcriptome.

In summary, this study provides evidence that *SNCA* overexpression modulates the stress response upon CUMS-exposure influencing psychiatric-associated behavior that precedes the manifestation of motor impairment in a genetic mouse model. On transcriptome level, genes attributed to neuroinflammation, Parkinson’s signaling, and plasticity of synapses were altered in the striatum of TG mice irrespective of the CUMS-exposure. 

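Whether CUMS altered the genotype effect was tested for each list through the interaction of genotype and environment. Of 32 Parkinson's disease genes, 21 had a higher genotype effect after CUMS and 11 a lower one (camera, adjusted p = 0.545), with Pink1 at -0.27 (standard error 0.15) and the synuclein-binding protein Sncaip at 0.31 (standard error 0.18). Of 40 synaptic plasticity genes, 25 had a higher and 15 a lower genotype effect (camera, adjusted p = 0.481), with Prkca at 0.34 (standard error 0.18) and Nlgn3, a postsynaptic adhesion protein, at -0.29 (standard error 0.16). Of 27 genes of disease-associated glia and inflammation, 22 had a lower genotype effect after CUMS (camera, adjusted p = 0.0409, and adjusted p = 0.779 with an estimated correlation), with the lipid carrier Apoe at -0.42 (standard error 0.23) and Cd68 at -0.33 (standard error 0.18). None of these genes passed on its own, over all genes or when adjusted over the list alone. From the similar expression changes of TG mice in both environments, the paper proposes a dominant effect of SNCA overexpression on gene expression in the striatum.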

Complementing these data with further physiological readouts and details on protein abundancies is pivotal to understand the complex gene-environment interplay in PD toward more personalized and effective treatments.

## Data Availability Statement

The datasets generated for this study can be found in GEO database, accession numbers GSE116009 and GSE116010.

## Author Contributions

JS-H initiated the study and designed the experiments with OR. ZW performed the experiments. NC guided the behavioral characterizations of the mouse model. MJ performed the cortisol metabolites measurement. TH and JS-H were responsible for computational analyses of the data. ZW, TH, and JS-H wrote the manuscript. All authors read and approved the manuscript.

## Conflict of Interest Statement

MJ is currently employed by HB Technologies AG. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Distinct Stress Response and Altered Striatal Transcriptome in Alpha-Synuclein Overexpressing Mice
**Source:** Front Neurosci. 2019 Jan 10;12:1033. doi: 10.3389/fnins.2018.01033

Supplementary Figure 1. Experimental design.

Mice in ST groups were exposed to chronic unpredictable mild stress (CUMS) over a period of 8 weeks starting at the age of 14 weeks.

Supplementary Figure 2. Similar food and water consumption between WT and TG under both environmental conditions.

Food and water consumption in gram (g) was monitored in LabMaster system over a period of 22 hours. Data presented for individual mice with mean $\pm$ SEM for each group. Two-way ANOVA was performed.

Supplementary Figure 3. CUMS-induced expression changes in WT mice limited to few genes.

RNA sequencing results for four genes identified in WT_{ST}/WT_{SE} comparison (Fig. 5a). 

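The genes shown in Supplementary Figure 3 are Bcas1 and Mbp, which oligodendrocytes express during myelination, the nuclear long noncoding RNA Malat1, and Srebf1, a transcription factor of lipid synthesis. Bcas1 had 213 ± 18.0 CPM in WT_ST (SD, n = 3) against 156 ± 18.1 in WT_SE (SD, n = 3), a log2 fold change of 0.44 (standard error 0.13). Mbp had 4389 ± 428 against 3213 ± 225 (0.45, standard error 0.13), Malat1 132 ± 10.8 against 206 ± 37.8 (-0.64, standard error 0.15) with the same n, and Srebf1 had 84.6 ± 6.98 in WT_ST (0.36 against WT_SE, standard error 0.12). Each had an adjusted p of 0.979 in edgeR and did not pass. With the 2 surrogate variables of svaseq, DESeq2 called Mbp (0.42, adjusted p = 0.0342), Malat1 (-0.51, adjusted p = 0.0342) and Bcas1 (0.41, adjusted p = 0.0539), but not Srebf1. In TG mice the same genes differed less between environments, at 0.02 for Bcas1 (standard error 0.12), 0.00 for Mbp (standard error 0.12), -0.20 for Malat1 (standard error 0.14) and 0.09 for Srebf1 (standard error 0.11), a difference that the interaction test did not pass.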

Shown are expression levels in normalized reads per kilobase per million (nRPKMs) as individual data points with mean $\pm$ SEM.

Supplementary Figure 4. Modest hippocampal gene expression changes upon CUMS exposure and *SNCA* overexpression.

- (A) Number of differentially expressed genes for the main comparisons between the four experimental groups in hippocampus.
- (B) Composition and expression level of hippocampal murine and human *SNCA* splice variants.
- (C) Expression levels in normalized reads per kilobase per million (nRPKMs) as individual data points with mean $\pm$ SEM for *Slc17a6*.
- (D) Expression levels in normalized reads per kilobase per million (nRPKMs) as individual data points with mean $\pm$ SEM for *Nr3c1* and *Nr3c2*.

Supplementary Figure 1

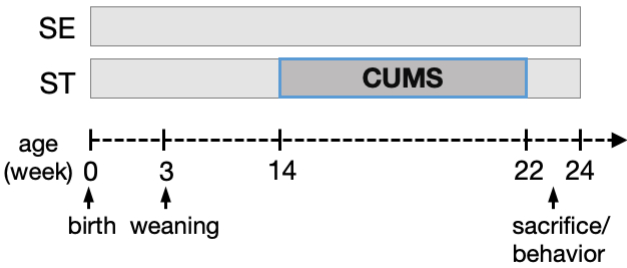

Supplementary Figure 2

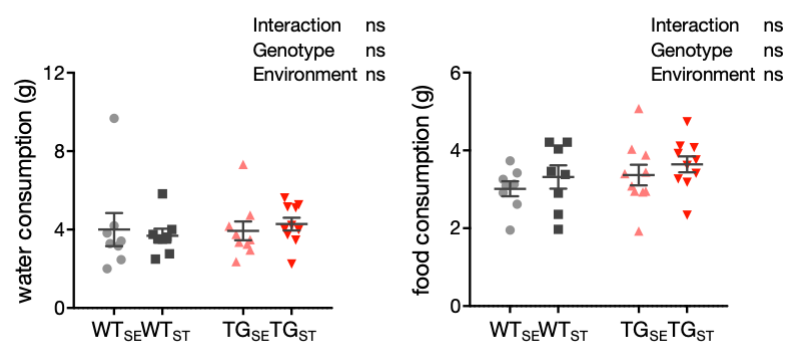

Supplementary Figure 3

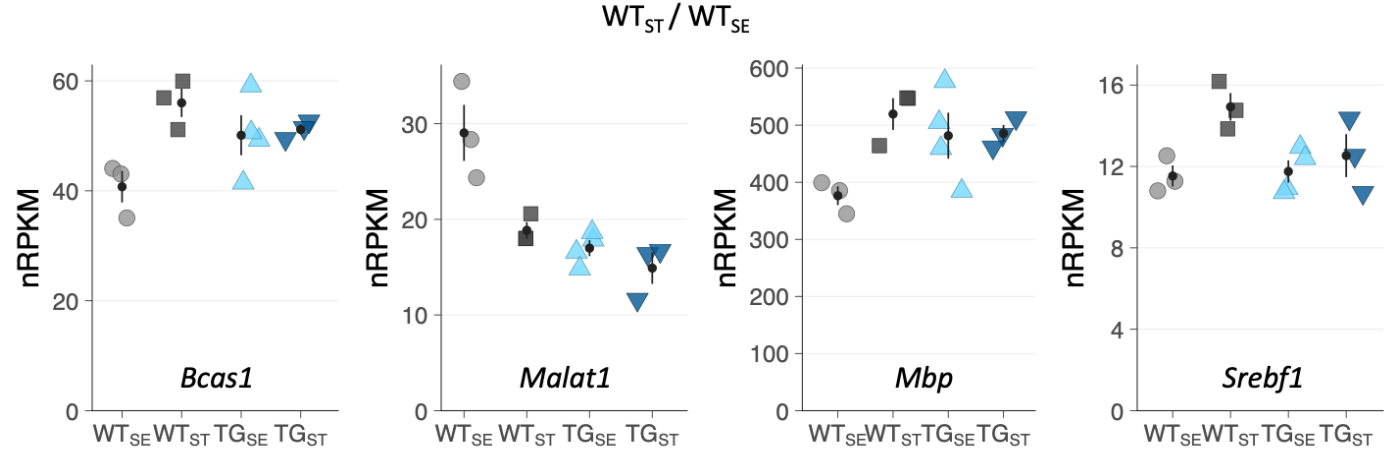

Supplementary Figure 4

A

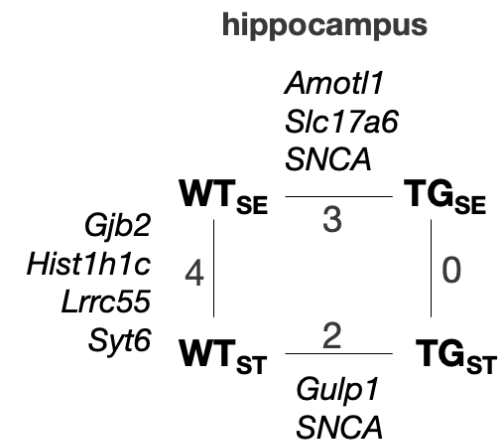

B

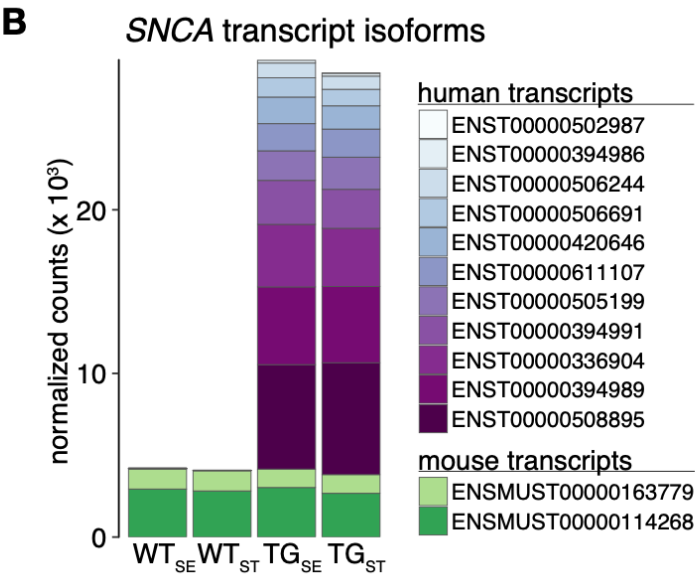

C

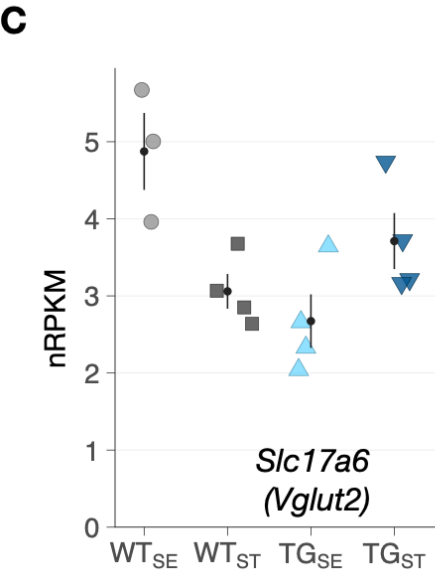

D

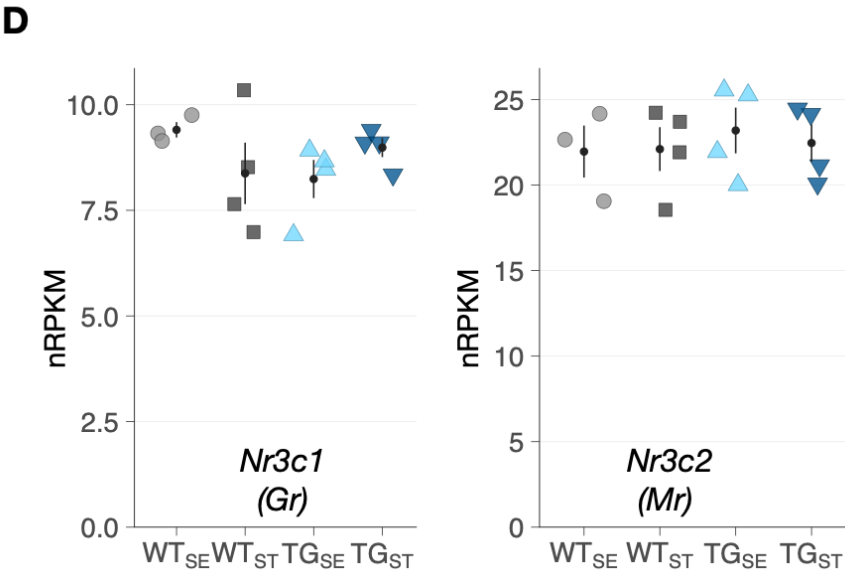

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

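Striatal poly(A) RNA of mice at 6 months of age was sequenced by the authors from 4 groups: 3 WT_SE, 3 WT_ST, 4 TG_SE and 3 TG_ST libraries. Conditions and replicate numbers were taken from the sample labels, and each column of the table was matched to its sample by the library name in those labels. The labels do not name animals, so p-values measure the spread between libraries. The values used are raw counts of reads per mouse Ensembl gene, deposited by the authors with no normalization. The authors checked reads with FastQC 0.11.4 and aligned them with STAR 2.4.2a to the mouse genome joined to the human SNCA transgene; the submitters' processing notes name DESeq2 1.8.2 as well, which the paper uses for normalized counts and tests, but the deposited counts are whole raw counts. The counting tool, its use of strand and the read length are not given in the sources used here. Without strand, reads of overlapping and antisense genes cannot be told apart.

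Total counts per library lay between 12210332 and 19575577 (median 15643823). Symbols, positions, lengths and GC content came from the GRCm38 annotation, which matched 28003 of the 28192 gene identifiers and gave a length for 27955. At this depth, tested on simulated data with the group sizes of TG_SE and WT_SE, the test called 47 of 100 genes changed by 0.5 on the log2 scale and 92 of 100 changed by 1, with 24 calls among the unchanged of 13955 genes. With no change simulated it called 0 genes between TG_ST and WT_ST and 0 between WT_ST and WT_SE. The simulation drew each gene independently, without the length and GC trends or the outlying library of the real data. Its false calls therefore do not measure those that such structure can give.

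Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a mean of at least 50 counts entered, library sizes were scaled by TMM, and the quasi-likelihood test with robust estimation was fitted to the means of the 4 groups over all 13 libraries, which then share their estimate of the spread. Comparisons were TG against WT in each environment, ST against SE in each genotype, both averages and the interaction. Thresholds were those of the paper, an absolute log2 fold change of at least 0.3 and a Benjamini-Hochberg adjusted p of at most 0.15. Of 40 gene lists fixed before the data were examined, those with at least 5 tested members were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and an adjusted p under 0.05, then with an estimated correlation and with fry, which tests whether a list moves one way on balance and does not compare it with other genes. No list call between 2 groups, or for the interaction, held with an estimated correlation. Snca was also compared by exact permutation of size-factor-normalized counts.

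Genes are named by a rule set before the data were examined: the genes the paper names, per comparison the 25 called genes with the smallest p (or all, if fewer), the 5 genes with the smallest p where none passed, the called members of a list or else its 2 members with the smallest p, for cell type lists the 3 members with the highest mean count, and checks of the labels. Alternatives set at the same time were DESeq2 1.42.0 with and without the surrogate variables of svaseq (sva 3.50.0) and with shrunken fold changes, edgeR with 1 or 2 surrogate variables, limma-voom with sample weights, another scaling, 4 other filters, other thresholds, only the groups compared, the replicate number as a block, a term for libraries numbered 14 to 16, and leaving out each library. Added after the data were seen were an offset for each library's trend over transcript length and GC content (splines with 5 degrees of freedom) and a fit without genes that had 3 or fewer counts in 1 library and at least 50 in each of the others. Tables and figures were made with Python 3.11.15. Libraries of the hippocampus and the qPCR, behavioural and hormone data were not analysed here.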

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

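Chosen after the result was seen were the splits for the interaction's lists, the tests of shared 20-mers, the test of the library's depth and the reading of the tests of 50-mers and of near-identical copies as undecided. Among 62 values tested for a library far from the others of TG_SE, the group of 4, 6 lay past Dixon's critical ratio of gap to range, where chance gives 3.1.

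In TG_SE replicate 1, 61 genes had 3 or fewer counts although every other library had at least 50, against 4 such genes in WT_SE replicate 1 and 0 in each of the others (ratio of gap to range 1). Of these genes 90.2% are annotated as pseudogenes, against 12.4% of the other tested genes. Lower depth is excluded, since the library with the closest total, WT_SE replicate 1 (12362579 counts against 12210332), had only 4 such genes. Reads shared with copies stay open: a median of 9.09% (upper quartile 15) of their 50-mers recur in another gene, which lies under the 10% set as the bound against this explanation, but not by more than its spread, and exact 50-mers miss copies that have diverged. With 20-mers 51.1% recur in another gene, against 0.842% in genes matched on mean count but 65.2% in genes matched on mean count and on being a pseudogene or not, so this share goes with pseudogenes in general and does not decide whether reads from diverged copies were counted differently in that library.

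Snca in TG_SE replicate 1 stood at 273 CPM, below the other TG libraries (328 or more) and above the highest WT library (207). Other genes argue against a wild-type mouse under this label. Over 335 genes called for genotype without this library and with the length and GC trend removed, it lay at 0.771 on a scale from the WT mean to the TG mean. The lowest other TG library was at 0.641 and the highest WT library at 0.237. Genotype also ran with library number, and this library, number 8, lies among the TG libraries 7 to 12. Its position cannot tell genotype from an effect that follows these numbers. A loss of counts in genes with near-identical copies stays open for Snca, since the human SNCA transgene, the copy that matters for it, was not covered. The 1122 genes with over 50% of their 50-mers shared with other mouse genes were not lower in this library as a set. Their median deviation from the other TG_SE libraries was 0.22 on the log2 scale (SD 0.671). A lower output of the transgene in this mouse stays open too and was not tested.

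Slc17a6, the glutamate transporter of thalamic neurons, had 12.8 CPM in TG_SE replicate 1 against 2.00 to 3.48 in the other TG_SE libraries (ratio 0.864). Nr3c1, the glucocorticoid receptor, had 72.8 CPM in TG_SE replicate 4 against 51.4 to 54.9 (ratio 0.839). Lrch3 had 15.9 in the same library against 13.1 to 13.5 (ratio 0.843), and Pcgf5 had 4.30 against 2.89 to 3.10 (ratio 0.855). Adgrf5, an adhesion receptor of endothelium, had 30.8 in TG_SE replicate 3 against 26.4 to 27.0 (ratio 0.873).

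Camera called 13 gene lists for the interaction, none of them with an estimated correlation (adjusted p = 0.738 to 0.779), and chance cannot be excluded, as 46 of 100 splits of the libraries called as many, the highest other 25. After CUMS the genotype effect was lower for oligodendrocytes and myelin (21 of 22 genes, adjusted p = 1.37e-07), glucocorticoid-responsive genes (20 of 22, 1.37e-07), the nuclear-encoded respiratory chain (37 of 40, 2.76e-06), immediate early genes (23 of 27, 3.50e-05), cytosolic ribosomal proteins (47 of 48, 4.34e-04), astrocytes (14 of 18, 0.00509), D2 medium spiny neurons (6 of 7, 0.0364), lysosome and autophagy (23 of 36, 0.0364), acetylcholine genes (9 of 12, 0.0377), disease-associated glia and inflammation (22 of 27, 0.0409) and dopamine synthesis, transport and breakdown (8 of 11, 0.0409). It was higher for nuclear-retained long noncoding RNAs (9 of 9, 1.48e-04) and cortical excitatory neurons (10 of 12, 0.00634).

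Timp3, which the paper does not discuss, had a log2 fold change of -0.54 for genotype averaged over environments (adjusted p = 0.0495 from edgeR), and with the length and GC trend removed it was at -0.43 (adjusted p = 0.0250).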

How the results depend on the processing

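Added after the data were seen were the fit with length and GC offsets and the fit without genes lost in 1 library. Snca kept its direction in every fit listed, its fold lay between 1.75 and 2.05 in standard environment and between 2.17 and 2.39 after CUMS without 1 library, and RLE scaling, 1 surrogate variable and the fit without lost genes kept every count of calls within 1.5 times the main one. The cause of the changes below was not tested, except that the stricter or looser thresholds, the unfiltered table and the fits with fewer libraries differ by construction.

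Against 1750 genes called in standard environment, DESeq2 with surrogate variables called 33, DESeq2 with shrunken fold changes 1053, edgeR with the svaseq or with 2 surrogate variables 5 each, limma-voom 3566, no filter 1008, only the groups compared 1064, the term for libraries 14 to 16 3210, an adjusted p of at most 0.05 0 (3612 genes at an unadjusted p under 0.05), the offsets 1, and fits without 1 library 0 to 3699. Against 1 after CUMS, DESeq2 with or without shrinkage called 4, DESeq2 with surrogate variables 14, edgeR with the svaseq or 2 surrogate variables 4, limma-voom 116, the offsets 2, and fits without 1 library 0 (WT_ST replicates 1, 2 and 3, TG_ST replicates 2 and 3) to 25 (TG_ST replicate 1). For stress in WT mice, DESeq2 with surrogate variables called 3 and limma-voom 70 genes against 0, and in each genotype, and for the interaction, fits without 1 library called 0. Genotype averaged over environments had 1185 genes, with 79 in DESeq2 with surrogate variables, 194 with shrinkage, 52 in edgeR with the svaseq or 2 surrogate variables, 1792 with the term for libraries 14 to 16, 111 at an adjusted p of at most 0.05, 3433 with no fold threshold, 179 with the offsets and 241 to 2069 without 1 library. Stress averaged over genotypes had 0, with 2 in DESeq2 with or without shrinkage, 8 in DESeq2 with surrogate variables, 3 in edgeR with the svaseq or 2 surrogate variables, 1 in limma-voom and 0 to 1 without 1 library. Genes shared by both environments numbered 1, with 3 in DESeq2 with or without shrinkage, 5 in DESeq2 with surrogate variables, 2 in edgeR with the svaseq or 2 surrogate variables, 61 in limma-voom, 0 at an adjusted p of at most 0.05 and 0 to 13 without 1 library (13 without TG_ST replicate 1).

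Same-sign genes made up 93.8%, with 100% in DESeq2 with surrogate variables, in edgeR with the svaseq or 2 surrogate variables and with the offsets, 95.3% with shrinkage, 95.1% with 1 surrogate variable, 83.5% in limma-voom, 96.1% with no filter, 97.0% with only the groups compared, 92.5% with the term for libraries 14 to 16, and 76.8 to 96.9% without 1 library. Each share covers only the genes that the fit itself called, which are few where it is 100% (Snca alone with the offsets). Of the 1750 genes called in the main fit, 77.3% kept their sign with the length and GC trend removed. The correlation of 0.556 was 0.445 in limma-voom, 0.313 with a total of at least 50 counts, 0.402 with filterByExpr, 0.0560 with no filter, 0.375 with the offsets and 0.256 to 0.638 without 1 library, and that of the standard genotype effect with the WT stress effect was 0.411 to 0.706 without 1 library.

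Called gene lists in standard environment numbered 8, with 18 in edgeR with surrogate variables, 4 with the offsets and 5 to 10 without 1 library; after CUMS 18, with 11 to 19; in stressed WT mice 15, with 9 to 16; in stressed TG mice 6, with 13 in edgeR with surrogate variables and 4 to 14 (14 without TG_SE replicate 4); for genotype averaged 7, with 21 in edgeR with surrogate variables and 5 to 12. In all of these comparisons 0 lists were called by camera with an estimated correlation and 0 by fry.

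Whether replicate numbers pair the libraries stays open, and the main fits treated libraries as unpaired. The 18 same-numbered pairs had correlations from -0.182 to 0.443. Their mean of 0.111 was above that of other pairs (-0.0454), and 6 of 13 libraries matched their own number best, a count for which no chance level was computed. The highest correlation joins WT_SE replicate 3 and TG_ST replicate 3, which are libraries 16 and 14. Pairing cannot be told there from an effect that follows library number. With the replicate block, edgeR called 3885 genes in standard environment, 1 in stressed TG mice and 1996 for genotype averaged, 88.4% of called genes had the same sign, and 14 lists were called in stressed TG mice. Sparc reversed: its log2 fold change of 0.27 in standard environment became -0.48 in DESeq2 with surrogate variables, and that of 0.04 averaged over environments became -0.48 in DESeq2 with surrogate variables and in edgeR with the svaseq or 2 surrogate variables.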

Differences from the paper's values

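All alternatives named here were set before the data were examined, unless said otherwise. The thresholds for calls are those the paper states.

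In standard environment, the paper reports 31 differentially expressed genes between TG and WT mice, and 1750 were called here. DESeq2 with the 2 surrogate variables of svaseq called 33, a difference under 1.5 times, and includes all of the paper's shared genes Ephb6, Gpd1, Ptprn, Slc6a11, Snca and Sparc; the values from the other alternatives all differ from the paper's, among them the fits without surrogate variables, with edgeR and 1 or 2 of them, with limma-voom, with each other filter and scaling, with the replicate block and without any 1 library.

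After CUMS, the paper reports 22 genes, and 1 was called here. Without TG_ST replicate 1 the count was 25, of which Snca is 1 of the paper's shared genes and Ephb6, Gpd1, Ptprn, Slc6a11 and Sparc are not; DESeq2 with surrogate variables called 14, which stays more than 1.5 times lower, and the counts under the remaining alternatives differ as well.

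For CUMS in WT mice, the paper reports 4 genes, and 0 were called here in edgeR (497 at an unadjusted p under 0.05). DESeq2 with surrogate variables called 3, Mbp, Malat1 and Bcas1, all of them among the paper's genes; the counts under the remaining alternatives, limma-voom with 70 among them, differ. The paper's remaining gene, Srebf1, was at 0.36 (standard error 0.12) and was not called.

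The paper reports 6 genes shared by both environments, and Snca alone was shared here. DESeq2 with surrogate variables shared 5, without Gpd1; the counts under the remaining alternatives differ.

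For SNCA, the paper reports about a 5-fold overexpression, from Salmon abundances of mouse and human transcripts together, and the counts of the mouse gene gave 1.90-fold in standard environment and 2.26-fold after CUMS. No alternative brought these values within 1.5 times of the paper's. The 2 measures do not cover the same transcripts, since human transcripts were not analysed here.

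The paper states that endogenous mouse Snca was similar in all groups; the count of the mouse gene was 1.90-fold and 2.26-fold higher in TG mice, but reads of human SNCA transcripts may have been counted on it, which was not tested, so this value does not measure endogenous Snca alone. Between the WT groups it differed by -0.15 on the log2 scale (standard error 0.15). The paper lists Slc6a11, Ptprn and Sparc as altered in both environments; here edgeR without surrogate variables called none of them in either environment (Slc6a11 was called averaged over environments, at -0.37, and in standard environment without TG_SE replicate 1), Slc6a11 and Ptprn kept 1 direction in both, and Sparc was at 0.27 and -0.19, whereas DESeq2 with surrogate variables called all 3 in both environments, with Sparc at -0.48 in each. From qPCR as well as RNA-seq, the paper describes Aldh1a1 as disturbed alike in both environments. In edgeR without surrogate variables Aldh1a1 was at 0.11 in standard environment and -0.39 after CUMS, the pattern also seen in the paper's Fig. 6B. DESeq2 with surrogate variables called it after CUMS. Slc6a11 (-0.26 and -0.49) and Slc5a7 (-0.39 and -0.53) had 1 direction in both in edgeR. The qPCR was not analysed here, so these values do not test that part of the paper's evidence.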

Other observations

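Chosen after the result was seen were the splits for lists called for stress averaged, the tests of the length and GC trend and the fit with length and GC offsets. Lists of respiratory chain, ribosomal and long noncoding RNA genes, which the paper does not discuss, were called by camera in TG mice under standard environment, but not with an estimated correlation (adjusted p = 0.839 for each). Of 40 nuclear-encoded respiratory chain genes 39 were higher and 15 rose, or 20 when adjusted over the list alone (median log2 fold change 0.31, adjusted p = 4.24e-12 from camera), such as the cytochrome oxidase subunit Cox6a1 (0.48, standard error 0.11) and the complex I subunits Ndufa8 (0.40, standard error 0.11) and Ndufv1 (0.38, standard error 0.10). All 48 cytosolic ribosomal protein genes were higher and 11 rose, or 37 when adjusted over the list alone (median 0.35, adjusted p = 2.33e-12), such as Rplp1 (0.48, standard error 0.13); genes of this family have near-identical copies with which reads may be shared (adjusted p = 6.31e-12 with the length and GC offsets). Of 9 nuclear-retained long noncoding RNAs 8 were lower and 6 fell, also over the list alone (median -0.64, adjusted p = 3.85e-06), among them Malat1, Snhg14 (-1.07, standard error 0.21), Miat (-0.82, standard error 0.22) and Meg3 (-0.64, standard error 0.15). TG_SE replicates 1 to 3 carry the first 2 lists, whose mean log2 deviation in TG_SE replicate 4 (-0.0973 and -0.219) was near or within the range of WT_SE (-0.235 to -0.103 and -0.300 to -0.0751). Of 13 mitochondrially encoded genes, which also serve the respiratory chain, 8 were lower and 2 fell, also over the list alone, mt-Nd4l (-0.53, standard error 0.14) and mt-Nd5 (-0.33, standard error 0.12; adjusted p = 0.388 from camera for the list). After CUMS, 36 of 40, 48 of 48 and 8 of 9 genes ran the same way with 0 called, also over the list alone (adjusted p = 1.90e-05, 7.21e-09 and 0.0266, and 0.638 with an estimated correlation).

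In standard environment, 6 of 7 D2 medium spiny neuron markers were higher and 3 rose, also over the list alone (adjusted p = 0.0384 from camera, and 0.839 with an estimated correlation): Penk, which encodes enkephalin (0.34, standard error 0.11), Adora2a and Upb1. With the length and GC trend removed, Penk was at 0.22 and Adora2a at 0.099 (adjusted p = 0.289 and 0.774 from edgeR). Camera then called 4 lists in standard environment instead of 8. Of 22 oligodendrocyte and myelin genes 17 were higher and 2 rose, or 3 over the list alone (adjusted p = 0.0273, and 0.839 with an estimated correlation), Trf (0.66, standard error 0.22) and Mbp (0.35, standard error 0.12). The mean log2 deviation of this list was 0.26 in TG_SE replicate 1, which stands apart, and -0.27 in TG_SE replicate 4, below every WT_SE library (-0.21 to -0.03). Of 36 lysosome and autophagy genes 28 were higher and 2 rose, also over the list alone (adjusted p = 0.0384, and 0.839 with an estimated correlation), Map1lc3a (0.44, standard error 0.11) and Tfeb (0.51, standard error 0.16). The mean log2 deviation of these genes was 0.17 in TG_SE replicate 1. It was -0.06 to 0.05 in the other TG_SE libraries and -0.07 to -0.04 in WT_SE. Of 18 astrocyte markers 3 fell in standard environment, the glutamate transporter Slc1a2 (-0.36), the water channel Aqp4 (-0.39) and the bicarbonate transporter Slc4a4 (-0.35), also over the list alone (adjusted p = 0.327), and after CUMS 17 of 18 were lower with 0 called, or 5 lower over the list alone (adjusted p = 4.42e-07, and 0.530 with an estimated correlation), with the growth factor receptor Fgfr3 at -0.51 and the gap junction protein Gja1 at -0.29. With the length and GC trend removed, the fall of Slc1a2 was gone (0.04 in standard environment and 0.002 after CUMS). Of 14 endothelial genes 4 fell in standard environment, or 5 over the list alone (adjusted p = 0.164). All 4 blood genes tested were higher in TG_ST than in WT_ST, 4 of them over the list alone, with Hba-a1 at 0.67 (standard error 0.28).

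Genes called between TG_SE and WT_SE without surrogate variables were weighed further. Chance cannot be excluded for their number, since 3 of the 35 splits of these 7 libraries, the real one included, called as many and another split called 3662 genes, against 1750, which points to a structure of the samples. With each library's length and GC trend removed, the called genes kept 0.561 of their median size (0.41 before, 0.23 after, median standard error 0.13 and 0.11), 51 of them changed sign and 1 kept an adjusted p of at most 0.15, so their calls ended through a smaller effect and this trend stays open as part of the cause. TG_SE replicate 1 stays open too, as 677 genes were called without it. A genotype effect goes with the 77.3% of called genes that kept their sign after CUMS with the trends removed. In the 9 other splits of the ST libraries 72.9% did at most. It stays a hypothesis found on the same data. The TG library numbers lie between the WT ones in both environments, so an effect that follows these numbers cannot be told apart from it.

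For genotype averaged over environments chance can be excluded at a share under 0.05, with 1185 genes against at most 670 in the others of 100 splits drawn from 700, yet not every split lies below the real one: the interaction test of another grouping, which is the mirror of a genotype split that was not drawn, had 4794 genes at an unadjusted p under 0.05, against 3990 for the real genotype grouping. Genotype also ran with library number: WT libraries are numbered 1, 4, 5, 6, 15 and 16, and TG libraries 7 to 12 and 14. The splits cannot tell an effect of genotype from one that follows these numbers. Where 0 genes were called, every split calls as many by definition, so the splits say nothing about stress in TG mice (35 of 35 splits, highest other 2051), the interaction (100 of 100, highest other 4458, from a split that follows genotype in part) or stress averaged over genotypes (100 of 100, highest other 760). Chance cannot be excluded for the lists called in standard environment (8, as many in 29 of 35, highest other 22), in stressed TG mice (6, as many in 35 of 35, highest other 19), for genotype averaged (7, as many in 90 of 100, highest other 21) and for stress averaged (12, as many in 48 of 100, highest other 21). Splits of 3 libraries against 3 are too few for a share under 0.05: 1 gene after CUMS (highest other 0), 0 genes in stressed WT mice (highest other 0), 18 lists after CUMS (highest other 16), 15 lists in stressed WT mice (highest other 16) and the correlation of 0.556 between environments (highest other 0.503).

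The genotype effect in standard environment and the stress effect in WT mice share the WT_SE libraries. Their fold changes had a correlation of 0.593 over genes, against 0.539 (SD 0.0213) in 20 simulations with no effect, a covariance of 0.0255 against 0.0228 (SD 0.00150), and 72.9% of genes with the same sign against 68.0% (SD 0.387). The 3 shared libraries are too few to be divided between the 2 comparisons. The simulations hold the shared controls but drew genes independently, without the length trend of the WT_SE libraries (slopes 0.0235 to 0.0794). Whether part of the excess comes from shared controls therefore stays open. Both effects ran with transcript length (Spearman rho -0.52 and -0.41).

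Of genes the paper names for the hippocampus, Gulp1 (-1.17, standard error 0.27) and Amotl1 (-0.54, standard error 0.12) fell in the striatum of TG mice in standard environment (adjusted p = 0.0906 each from edgeR), and after CUMS they were at -1.16 (standard error 0.29) and -0.19 (standard error 0.13). Hist1h1c was at 0.21 (standard error 0.15) and 0.60 (standard error 0.16), Slc17a6 at -0.45 (standard error 0.61) and -0.45 (standard error 0.64), Lrrc55 at -0.13 and 0.10, Syt6 at -0.02 and 0.01, Nr3c1 at -0.24 and -0.08, and Nr3c2 at -0.12 and -0.08, none of which passed in either environment. Averaged over environments Hist1h1c rose by 0.40 (standard error 0.11, adjusted p = 0.0600 from edgeR).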
